# A TetR-family transcription factor regulates fatty acid metabolism in the archaeal model organism *Sulfolobus acidocaldarius*

**DOI:** 10.1038/s41467-019-09479-1

**Published:** 2019-04-04

**Authors:** Kun Wang, David Sybers, Hassan Ramadan Maklad, Liesbeth Lemmens, Charlotte Lewyllie, Xiaoxiao Zhou, Frank Schult, Christopher Bräsen, Bettina Siebers, Karin Valegård, Ann-Christin Lindås, Eveline Peeters

## Abstract

Fatty acid metabolism and its regulation are known to play important roles in bacteria and eukaryotes. By contrast, although certain archaea appear to metabolize fatty acids, the regulation of the underlying pathways in these organisms remains unclear. Here, we show that a TetR-family transcriptional regulator (FadR_Sa_) is involved in regulation of fatty acid metabolism in the crenarchaeon *Sulfolobus acidocaldarius*. Functional and structural analyses show that FadR_Sa_ binds to DNA at semi-palindromic recognition sites in two distinct stoichiometric binding modes depending on the operator sequence. Genome-wide transcriptomic and chromatin immunoprecipitation analyses demonstrate that the protein binds to only four genomic sites, acting as a repressor of a 30-kb gene cluster comprising 23 open reading frames encoding lipases and β-oxidation enzymes. Fatty acyl-CoA molecules cause dissociation of FadR_Sa_ binding by inducing conformational changes in the protein. Our results indicate that, despite its similarity in overall structure to bacterial TetR-family FadR regulators, FadR_Sa_ displays a different acyl-CoA binding mode and a distinct regulatory mechanism.

## Abstract (web summary)

Certain archaea appear to metabolize fatty acids, but the regulation of these pathways is unclear. Here, Wang et al. provide genetic, functional and structural evidence supporting that a TetR-family transcriptional regulator is involved in regulation of fatty acid metabolism in *Sulfolobus acidocaldarius*.

## Introduction

The phylogenetic classification of archaea as a domain of life distinct from bacteria^1^ is supported by the nature of their membrane lipids having isoprenoid-based hydrocarbon chains instead of fatty acids^2^. Despite the absence in archaeal membrane lipids, small amounts of fatty acids and derivatives have been detected in archaeal cells^3–9^. The role of fatty acids for archaeal cellular physiology is not yet clear and a controversial issue of debate^10^, although an involvement in the acylation or stabilization of membrane-bound energy-conversion proteins such as rhodopsin or cytochromes has been postulated^10–12^. Many archaeal genomes have extensive sets of typical bacterial-like genes encoding fatty acid synthase type II (FAS-II) complex and β-oxidation enzymes^10,13,14^. An outstanding question is whether these fatty acid metabolism genes perform anabolic or catabolic reactions, or both^9,10^. Given the absence of genes encoding acyl-carrier protein (ACP) or ACP synthase^13^, it has been postulated that a β-oxidation pathway might operate in the reverse direction in conjunction with acetyl-CoA C-acetyltransferase enzymes^10^. These are abundantly encoded in archaeal genomes, sometimes in the direct neighborhood of β-oxidation genes^10,14^.

Despite the abundance of fatty acid metabolism genes in many genomes, nothing is known about how their expression is regulated in archaea. In contrast, this is well characterized in bacteria, in which a tight regulation of the synthesis and degradation of fatty acids involves multiple transcription regulators that act in response to intracellular fatty acid-related metabolic signals^15^. In Gram-negative bacteria a GntR-family regulator FadR has a dual role by coordinately repressing β-oxidation genes while activating FAS-II genes in response to acyl-CoA molecules^16,17^, whereas a TetR-family malonyl-CoA-dependent regulator FabR controls the ratio between mono-unsaturated and saturated fatty acids^18–20^. Gram-positive bacteria such as *Bacillus subtilis* use an identically named transcription factor FadR that belongs to the TetR family for the acyl-CoA dependent regulation of β-oxidation degradation^21^ and a DeoR family member FapR that regulates biosynthesis of saturated fatty acids and phospholipids^22^. The mechanism of action of the bacterial acyl-CoA responsive TetR-like regulator has been unraveled by analysis of apo, ligand-bound, and DNA-bound crystal structures^23–26^.

In this work, we focus on characterizing the transcriptional regulation of genes encoding fatty acid metabolism functions in the thermoacidophilic crenarchaeon *Sulfolobus acidocaldarius*, which is genetically tractable and considered to be a major archaeal model organism^27,28^. *S. acidocaldarius* has an extensive gene cluster, comprising genes *Saci_1103* until *Saci_1126*, encoding homologs of the three β-oxidation enzymes acyl-CoA dehydrogenase, enoyl-CoA hydratase, and hydroxyacyl-CoA dehydrogenase. Also, genes encoding members of the thiolase superfamily presumably catalyzing the last step of the β-oxidation cycle, i.e., ketoacyl-CoA thiolases as well as acetyl-CoA acetyltransferases were identified within the cluster^10^. In addition, genes encoding lipid degradation functions are present in this genomic region. Concerning these latter functions, *Saci_1105* and *Saci_1116* code for enzymes that were experimentally shown to display esterase activity^29^. The *Saci_1103*-*Saci_1126* gene cluster also comprises a gene, *Saci_1107*, encoding a predicted TetR-like transcription factor for which we hypothesized that it might be involved in regulating the expression of the gene cluster. We aim at performing structural, biochemical, genetic and genomic analyses of this regulator, named FadR_Sa_, thereby unveiling the function and mode of action of an acyl-CoA-responsive transcriptional regulator in an archaeal microorganism.

## Results

### FadR_Sa_ structure

*S. acidocaldarius* harbors a 30-kb gene cluster consisting of genes encoding enzymes involved in lipid and fatty acid metabolism and a putative regulator (*Saci_1107*, Fig. 1a). As a first step towards functional characterization of this regulator, we performed a crystallographic analysis of the protein encoded by *Saci_1107* (Figure 1b and Table 1). Size exclusion chromatography (SEC) indicated that the purified recombinant protein behaves as a homogenous population of 44-kDa sized dimers (Supplementary Figure 1). The asymmetric unit of the 2.4-Å resolution crystal structure also contains a homodimer with an exclusive alpha-helical structure. Each subunit displays two functional domains: an N-terminal helix-turn-helix (HTH) DNA-binding domain (α1–α3) and a C-terminal domain (α4–α9) of which α8 and α9 stabilize dimerization. The overall Ω-shape structure of the dimer validates its classification as a TetR family member^30^.

**Fig. 1:**
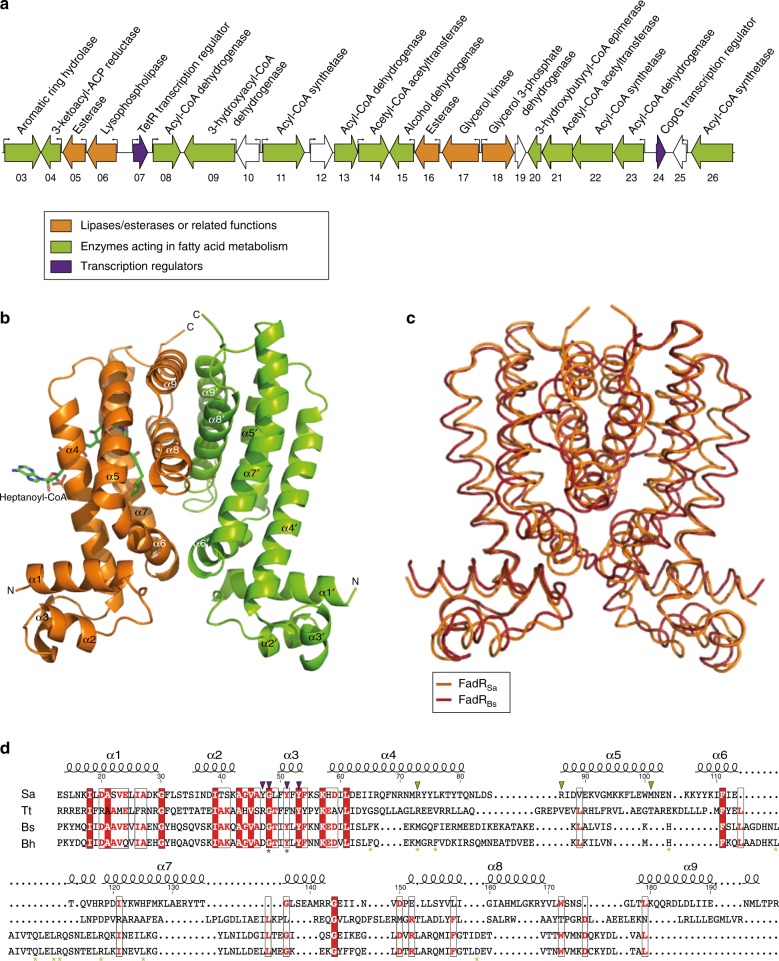
*S. acidocaldarius* harbors a TetR-family regulator structurally similar to bacterial TetR-like FadR proteins. **a** Genomic organization of the *Saci_1103*-*Saci_1126* gene cluster. Gene numbers are indicated by displaying the last two digits below each gene arrow. Transcriptional start sites are shown with small arrows, and are based on ref. ^37^. **b** Structure of the FadR_Sa_ dimer with indication of the different helices (chain A: α1′–α9′; chain B: α1–α9). The acyl-CoA molecule present in chain B is shown as a stick model. **c** Superposition of the FadR_Sa_ and FadR_Bs_ (PDB 3WHB) structures. **d** Structure-based sequence alignment of TetR-family FadR proteins. The alignment is based on a three-dimensional comparison between FadR_Sa_ from *S. acidocaldarius* (PDB 5MWR), FadR_Bs_ from *B. subtilis* (PDB 3WHB)^25^, FadR_Bh_ from *B. halodurans* (PDB 5GP9)^26^, and FadR from *T. thermophilus* (PDB 3ANG)^24^. Regions harboring structural and sequence similarity are boxed, with identical amino-acid residues indicated as bold white letters on a red background and functionally equivalent residues indicated in red letters. Secondary structure elements and numbering for FadR_Sa_ are indicated above the sequences. DNA-binding residues targeted for mutagenesis are indicated with purple triangles, ligand-binding residues with green triangles. FadR_Bh_ residues important for DNA binding and ligand binding^26^ are indicated below the sequences with purple and green asterisks, respectively

**Table 1:** Data collection and refinement statistics (values in parentheses are for outer resolution shell)

	SeMet FadR_Sa_	FadR_Sa_:DNA	FadR_Sa_:lauroyl–CoA
*Data collection*			
Space group	*P*2_1_	*P*2_1_2_1_2_1_	*P*2_1_
*Cell dimensions*			
*a*, *b*, *c* (Å)	42.0, 98.8, 56.0	54.8, 178.3, 266.7	46.0, 91.8, 53.5
*α*, *β*, *γ* (°)	90.0, 106.4, 90.0	90.0, 90.0, 90.0	90.0, 112.1, 90.0
Wavelength (Å)	0.97895	0.97625	0.97625
Resolution (Å)	47.2–2.4	49.4–3.29	45.9–1.90
*R*_merge_	0.046 (0.363)	0.095 (0.746)	0.065 (0.727)
*I*/*σ*(*I*)	10.34 (1.67)	12.59 (1.96)	10.03 (1.07)
Completeness (%)	95.0 (72.9)	99.5 (95.7)	94.4 (66.0)
Redundancy	2.2	6.8	3.3
*Refinement*			
Resolution (Å)	47.2–2.4	49.4–3.29	45.9–1.90
No. of reflections	72,292	276,981	100,877
*No. of atoms*			
Protein	3075	9345	4837
Ligand/ion	56	1783	122
Water	9	0	67
Wilson *B*-factors (Å^2^)	53.5	97.4	34.0
*R.M.S. deviation*			
Bond lengths (Å)	0.009	0.008	0.002
Bond angles (°)	0.99	0.91	1.031

Although BLAST analyses initially did not reveal which bacterial regulators could be considered as potential functional homologs for the protein encoded by *Saci_1107*, a superposition revealed structural similarity with the previously characterized TetR-family FadR transcription regulators in *Bacillus* sp., FadR_Bs_ (RMSD = 4.23 Å) and FadR_Bh_^21,26^ (RMSD = 5.88 Å), and *Thermus thermophilus*, FadR_Tt_^24^ (RMSD = 11.85 Å) (Fig. 1c). Conservation is significantly higher for the N-terminal than for the C-terminal domains (Supplementary Table 1) as also confirmed by a structure-based sequence alignment (Fig. 1d). This structural similarity led us to propose to name this protein FadR_Sa_ accordingly.

Upon solving the FadR_Sa_ crystal structure, one of the subunits (subunit B) was found to have additional unassigned electron density in the C-terminal domain. This could be explained by fitting it with an acyl-CoA molecule (Fig. 1b), which was likely derived from *Escherichia coli* during heterologous overexpression. The best fit was obtained with heptanoyl-CoA. Given the low intracellular abundance of odd-chained acyl-CoA molecules it is possible that a mixture of even-chained short-chain acyl-CoA molecules was present in the ligand binding pockets of different protein molecules packed in the crystal. The unintended cocrystallization of acyl-CoA with FadR_Sa_ (Fig. 1b) suggests that it is a specific ligand of the protein. This further supports the hypothesis that the regulatory role of this transcription factor is connected to acyl-CoA metabolism.

### Genome-wide DNA-interaction map of FadR_Sa_

As a next step toward unraveling FadR_Sa_ function, we employed chromatin immunoprecipitation (ChIP) in combination with next-generation sequencing (ChIP-seq). A total of 14 significant and reproducible in vivo-associated genomic loci were identified (Fig. 2a and Supplementary Table 2). The two highest enrichments were observed within the *Saci_1103*-*Saci_1126* gene cluster. More specifically, both high-enrichment binding regions were located within the intergenic region of the divergently organized operon encoding the *fadR*_*Sa*_ gene itself and a putative esterase-encoding gene (peaks 1 and 2). Within the *Saci_1103*-*Saci_1126* gene cluster, two additional low-enrichment binding regions were observed within the coding sequence of gene *Saci_1115* and in the intergenic region separating a divergently encoded β-oxidation operon and a putative transcription factor gene, respectively (peaks 3 and 4). Targeted chromatin immunoprecipitation quantitative polymerase chain reaction (ChIP-qPCR) validated the observed enrichments (Fig. 2b), which were not observed anymore upon deleting *fadR*_*Sa*_ (Supplementary Figure 2). All sequences enriched in the ChIP-seq analysis were subjected to a computational binding motif prediction, yielding a 16-base pair (bp) motif with dyad symmetry that is conserved in 13 of 14 binding regions (Fig. 2c and Supplementary Table 2). Besides the four experimentally identified binding sites, an in silico screening revealed three additional putative binding sites in the gene cluster, of which one is located within the open reading frame (ORF) of *Saci_1106* (Supplementary Figure 3, Supplementary Table 3). Possibly they were not captured in the ChIP-seq analysis but are functional in other conditions.

**Fig. 2:**
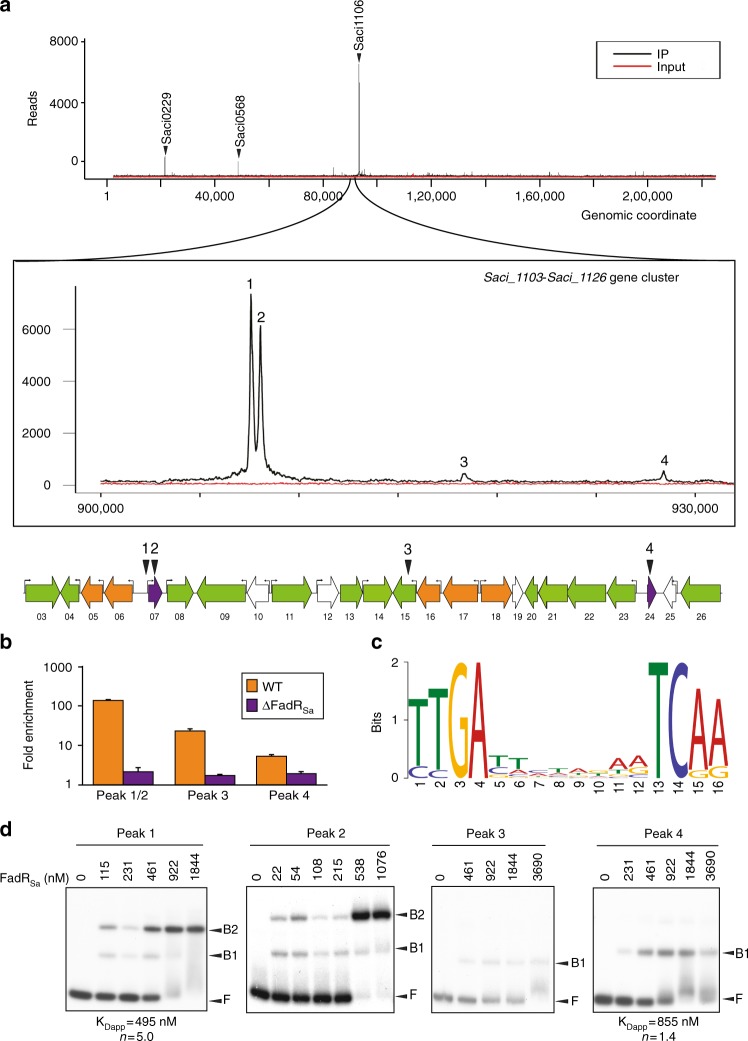
FadR_Sa_ interacts with four genomic loci in the *Saci_1103*-*Saci_1126* gene cluster. **a** Overview of the genomic binding profile of FadR_Sa_ as monitored by ChIP-seq (IP = immunoprecipitated sample). A zoomed image of this profile is shown for the genomic region encompassing the *Saci_1103-Saci_1126* gene cluster (corresponding to genomic coordinates 903,000–932,000), with indication of the four clearly visible peaks (numbered 1–4). Below the profile, a schematic representation of the genomic organization of the *Saci_1103*-*Saci_1126* gene cluster is shown with indication of the ChIP-seq peak summit locations and of the transcription start sites as detected in the transcriptomic analysis in ref. ^37^. **b** ChIP-qPCR experiment with targeted quantification of enrichment for peaks 1 and 2 (given their close proximity to each other, these are assayed within a single fragment representing the *Saci_1106*/*Saci_1107* intergenic region), peak 3 and peak 4. Fold enrichment is expressed relative to a genomic region within the ORF of *Saci_1336* that was shown not be bound by FadR_Sa_ in the ChIP-seq profile. Error bars represent standard deviations of biological duplicates. **c** Sequence logo of the FadR_Sa_ binding motif representing MEME predictions of ChIP-seq enriched sequences. **d** Electrophoretic mobility shift assays of FadR_Sa_ binding to radiolabeled DNA probes of about 500 bp representing the ChIP-seq peaks identified in the *Saci_1103*-*Saci_1126* gene cluster (see panel (**a**)). Molar protein concentrations are shown above each autoradiograph, whereas populations of free DNA (F) and FadR_Sa_-bound DNA (B1 and B2) are indicated with an arrowhead. Apparent *K*_D_ and Hill coefficient (*n*) calculations are based on densitometric analysis of free DNA bands followed by binding curve analysis (Supplementary Figure 4)

Electrophoretic mobility shift assays (EMSAs) with DNA probes encompassing the centers of the binding regions verified that the observed ChIP-seq enrichment regions represent direct and specific FadR_Sa_–DNA interactions (Fig. 2d, Supplementary Table 2 and Supplementary Figure 4). Densitometric analysis of EMSA autoradiographs performed with the high-enrichment targets revealed a formation of two electrophoretically distinct FadR_Sa_–DNA complexes with high affinity and positive-binding cooperativity. In contrast, with the low-enrichment targets only a single complex was formed with lower affinity and without apparent cooperativity (Fig. 2d and Supplementary Figure 4). These findings suggest that for different genomic targets, FadR_Sa_ is capable of using distinct DNA-interaction modes differing in binding stoichiometry.

### Mechanisms of DNA binding

To further unravel mechanisms of DNA binding by FadR_Sa_, we determined the cocrystal structure of the protein–DNA complex to a resolution of 3.29 Å using a duplex DNA containing the predicted FadR_Sa_ binding motif in the control region of the *fadR*_*Sa*_ gene itself, corresponding to ChIP-seq peak 2 (Table 1 and Fig. 3a, b). The asymmetric unit contained six FadR_Sa_ subunits, organized as three dimers, and two DNA duplex molecules thus representing a nonbiological assembly (Fig. 3a), although the protein–DNA molecular interactions within this structure are representative of the biologically relevant complexes (see below, DNA-binding stoichiometry of FadR_Sa_).

**Fig. 3:**
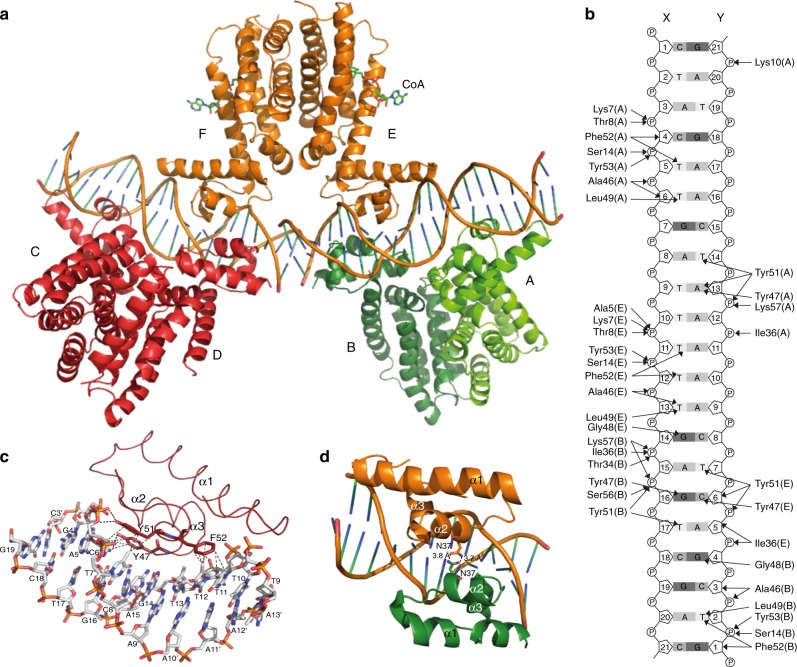
A FadR_Sa_–DNA cocrystal structure reveals an important role for hydrophobic interactions. **a** Cartoon representation of the cocrystal structure of FadR_Sa_ in complex with the operator site in the *fadR*_*Sa*_ promoter region. Different FadR_Sa_ subunits are labeled A–E, each dimer is colored differently with subunits A and B belonging to the same dimer while being displayed in a darker and lighter green, respectively, for the sake of clarity. **b** Detailed map of interactions identified in the FadR_Sa_–DNA cocrystal structure, summarizing Supplementary Data 1. **c** Zoom of the interface between subunit E and the X–Y DNA duplex, with emphasis on interactions established by residues Tyr47, Tyr51, and Phe52. Hydrogen bonds are indicated by black and hydrophobic interactions by gray dashed lines. Bases are labeled with those belonging to chain Y being displayed with a prime. **d** Zoom of the interaction between subunits E (in orange) and B (in green). Weak electrostatic interactions are indicated with dashed lines

In each FadR_Sa_ subunit in the cocrystal structure, residues of the recognition helix α3 and the α2–α3 loop interact with the major groove of DNA with the establishment of an extensive number of contacts (Fig. 3b, Supplementary Note 1 and Supplementary Data 1). Base-specific contacts mainly consist of hydrophobic interactions between FadR_Sa_ residues Tyr47, Leu49, Tyr51, and Phe52 and methyl groups of thymines (Fig. 3c) similar as in other TetR-like regulators^26,30^ (Supplementary Figure 5), in addition to electrostatic interactions between Gly48 and the N7 group of guanines. The role of these residues for DNA binding was further investigated by performing site-directed alanine substitution and analyzing the mutant proteins in EMSA (Supplementary Figure 6a). FadR_Sa_^Y47A^, FadR_Sa_^Y51A^, and FadR_Sa_^Y53A^ are all negatively affected in DNA-binding affinity and cooperativity. With FadR_Sa_^G48A^, no DNA binding was observed at all demonstrating that Gly48 is a crucial residue (Supplementary Figure 6a). Besides protein–DNA contacts, a weak electrostatic protein–protein contact was also observed between Asn37 residues of FadR_Sa_ dimers bound on different sides of the DNA helix (Fig. 3d and Supplementary Note 1).

### DNA-binding stoichiometry of FadR_Sa_

To dissect the stoichiometric nature of the electrophoretically distinct FadR_Sa_–DNA complexes, SEC was performed with the different molecular species (Fig. 4a). With a homogenous population of dimers in solution (Fig. 4a and Supplementary Figure 1) and the FadR_Sa_–*Saci_1123* complex B having an apparent molecular weight (MW) measured in SEC of 140 kDa that is only minimally exceeding that of free DNA (119 kDa), it can be concluded that FadR_Sa_ binds the *Saci_1123* operator as a single dimer. The observation that the relative mobility in EMSA of FadR_Sa_–*Saci_1123* complex B is highly similar to that of the FadR_Sa_–*fadR*_*Sa*_ complex B1 (Fig. 4b), led us to postulate that the transitional FadR_Sa_–*fadR*_*Sa*_ complex B1 has a stoichiometry similar as for the sole FadR_Sa_–*Saci_1123* complex. In contrast, the dominantly formed complex B2 with the *fadR*_*Sa*_ operator has a larger apparent MW (179 kDa) (Fig. 4a): it can be assumed that the apparent MW attributed by the FadR_Sa_ protein itself is similar for measurements of free protein and of FadR_Sa_–DNA complexes and that the FadR_Sa_–*fadR*_*Sa*_ complex B2 has a stoichiometry that is twice as large as that of complex B1, thus harboring two dimers. SEC experiments with lower protein:DNA molar ratios indicate that the entire amount of FadR_Sa_ in the preparation is capable of binding DNA (Supplementary Figure 7). This excludes the possibility that a subpopulation of the protein is in a ligand-induced state lacking DNA-binding activity as suggested by the observation of acyl-CoA cocrystallizing with the protein in the apo crystal structure (Fig. 1b), assuming that acyl-CoA binding causes DNA dissociation like in bacterial FadR regulators.

**Fig. 4:**
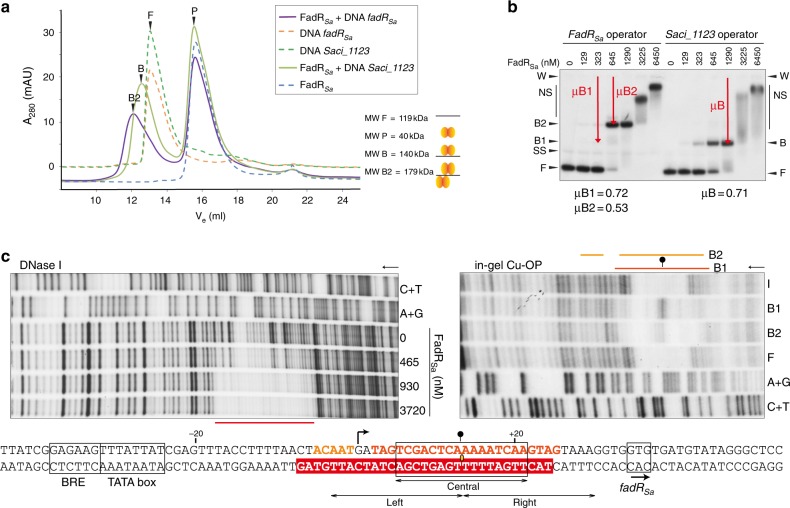
FadR_Sa_ interacts in different stoichiometric binding modes with different operators. **a** Size-exclusion chromatography experiment of FadR_Sa_–DNA complexes with 45-bp DNA fragments. Totally, 0.2 nmol DNA and 8 nmol FadR_Sa_ was used resulting in a 40:1 FadR_Sa_:DNA molar ratio upon mixing. Apparent molecular weights (MWs) based on *K*_av_ calculations are mentioned for the peaks representing free DNA (F), FadR_Sa_ protein (P) and FadR_Sa_–DNA complexes B and B2. **b** Electrophoretic mobility shift assay (EMSA) monitoring interaction with probes representing the *fadR*_*Sa*_ and *Saci_1123* operator. Molar protein concentrations are indicated and populations of single-stranded DNA (SS), free DNA (F), and FadR_Sa_-bound DNA (B, B1, and B2) are indicated with an arrowhead. “W” corresponds to the well position. Relative mobilities *μ* are defined as the distance between the well position and complexed DNA divided by the distance between the well position and free DNA. **c** Autoradiographs of DNase I (bottom-strand labeled DNA) and “in-gel” Cu-phenantroline (Cu-OP) (top-strand labeled DNA) footprinting experiments analyzing FadR_Sa_ binding to a probe representing peak 2 in the *Saci_1106-Saci_1107* intergenic region (*fadR*_*Sa*_ operator). A + G and C + T denote purine- and pyrimidine-specific Maxam–Gilbert sequencing ladders, respectively. I denotes input DNA (taken from a protein-free lane in the EMSA), F denotes the population of free DNA, while B1 and B2 denote different FadR_Sa_:DNA complex populations in accordance with the notation in the corresponding EMSA (second autoradiograph in Fig. 2d). The I and F samples generated a sequence-dependent cleavage profile. Protected zones are indicated with a horizontal line while a hyperreactivity site is pointed out with a ball-and-stick symbol. Below the autoradiographs, the nucleotide sequence is shown with a summary of the observed protection zones and hyperreactivity effect, the latter indicating FadR_Sa_-induced DNA bending and being more pronounced for B1 than for B2. White letters in a red background represent the protection zone observed in DNase I footprinting, whereas orange letters represent the protection zone observed in Cu-OP footprinting. The predicted pseudopalindromic FadR_Sa_ recognition site is boxed with indication of the center of dyad symmetry. The transcriptional start site, indicated with an arrow, is based on observations in ref. ^37^

Next, footprinting experiments were performed for the FadR_Sa_–DNA complexes B1 and B2 observed in EMSAs with *fadR*_*Sa*_ and quasi-identical *Saci_1106* operator probes (representing ChIP-seq peaks 1 and 2, respectively) (Fig. 4c and Supplementary Figure 8). Chemical “in gel” Cu–phenantroline footprinting demonstrated that for the *fadR*_*Sa*_ operator probe, both complexes are characterized by a similar protection zone roughly restricted to the predicted binding motif with a small stretch of additional protection extending upstream of the motif in complex B2 (Fig. 4c). This upstream extension was also observed in DNase I footprinting experiments for both operator probes (Fig. 4c and Supplementary Figure 8). In contrast, the protection zones observed in footprinting experiments with the *Saci_1123* operator probe (representing ChIP-seq peak 4) are smaller and only correspond to the binding motif (Supplementary Figure 9). These results support the notion that in the FadR_Sa_–*Saci_1123* complex B and the FadR_Sa_–*fadR*_*Sa*_ complex B1 a single-FadR_Sa_ dimer interacts with the predicted semipalindromic binding motif. A second dimer interacts with the upstream (left) side of the inverted repeat in FadR_Sa_–*fadR*_*Sa*_ complex B2, suggesting a dimer-of-dimer interaction mode similar to that observed for a bacterial subclass of TetR-like regulators prototyped by QacR in *Staphylococcus aureus*, in which two overlapping inverted repeats are bound by dimers located on opposite sides of the DNA helix^31^.

To relate the molecular interactions and binding architecture in the FadR_Sa_–DNA cocrystal structure with the biologically relevant stoichiometries, we mapped the contacts on the *fadR*_*Sa*_ and *Saci_1123* operator sequences that could be hypothesized to exist based on the cocrystal structure (Fig. 5a). The presence of a G–C bp 11 positions upstream of the symmetrical C–G in the pseudopalindromic site appears to be the sole explanation of the preference of a second FadR_Sa_ dimer to establish an interaction with the upstream (left) and not downstream (right) side of the pseudopalindromic site. Similarly, the absence of purine–pyrimidine and pyrimidine–purine bps on appropriate positions up- and downstream of the inverted repeat in the *Saci_1123* operator appears to explain why only a single dimer is bound. Based on the cocrystal structure, the G base of this G–C bp in the *fadR*_*Sa*_ operator can be assumed to be contacted by Gly48 that is crucial for DNA binding (Fig. 5b and Supplementary Figure 6a) with the dimer-of-dimer-complex architecture reflecting that of the architecture of the AB dimer and subunit E of the DE dimer interacting with a single-DNA duplex in the cocrystal structure (Fig. 3a). This reasoning is underscored by the observation that the introduction of a G–C and C–G bp at the indicated positions of the *Saci_1123* operator causes the formation of two instead of one nucleoprotein complex (Fig. 5c). Given that adenines also have an N7 group, the base specificity of the Gly48–guanine interaction is possibly explained by an indirect readout of the preceding thymidine or cytosine residue in the light of YpG base pair steps being more prone to unstacking and commonly involved in sequence-specific protein–DNA interactions in a combined direct and indirect readout^32^. In addition, the mutation of Asn37 causes a diminished cooperativity in the formation of the dimer-of-dimer complex B2 with the mutated *Saci_1123* operator (Fig. 5c), proving the involvement of this residue in a protein–protein interaction. This supports the notion that established FadR_Sa_–DNA contacts are similar in the complex in solution as in the portion of the cocrystal structure harboring dimer AB and subunit E of dimer EF and that the relative positioning of the two dimers in the biologically relevant complex is similar to that of dimers AB and EF in the cocrystal structure.

**Fig. 5:**
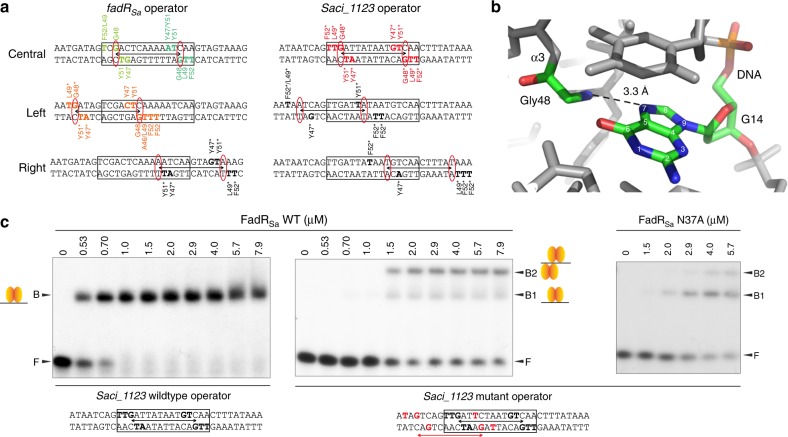
Specific protein–DNA contacts determine stoichiometry of the interaction. **a** Map of observed and hypothesized interactions for the *fadR*_*Sa*_ and *Saci_1123* operators. Colored base and amino acid residues without an asterisk represent contacts identified in the FadR_Sa_–DNA cocrystal structure (using the same color code for the subunits as in panel (**a**)). Colored residues with an asterisk are hypothesized to be established in the natural operators. Black residues in bold are those that theoretically could support binding in case a GC (AT) or CG (TA) would have been present on the crucial Gly48-interacting positions, which are indicated with red ovals. **b** Zoom of the Gly48–G14 interaction in the interface between subunit E and the X–Y DNA duplex in the FadR_Sa_–DNA cocrystal structure. **c** EMSAs with 45-bp DNA fragments representing a wildtype or mutated variant of the *Saci_1123* operator region, performed with wildtype or N37A mutant FadR_Sa_. Molar protein concentrations are shown above the autoradiograph, whereas populations of free DNA (F) and FadR_Sa_–bound DNA (B, B1, and B2) are indicated with an arrowhead, as well as with schematical representations of the binding stoichiometry

In conclusion, while bacterial TetR proteins are subdivided in two classes depending on whether they employ a dimer or dimer-of-dimer DNA-binding mode^26,30^, the archaeal FadR_Sa_ regulator is capable of using both interaction modes depending on the operator sequence. A Gly48–guanine interaction and Asn37-mediated protein–protein contacts, of which the latter have never before been observed for bacterial dimer-of-dimer binding TetR-like proteins, assist in the dimer-of-dimer interaction mode.

### Determination of the FadR_Sa_ regulon

To infer whether or not the observed genomic binding of FadR_Sa_ leads to transcriptional regulation, a comparative transcriptomic analysis was performed for the *fadR*_*Sa*_ deletion mutant *versus* the isogenic WT strain using an RNA-seq approach (Fig. 6a, Supplementary Note 2, Supplementary Figure 10, Supplementary Table 4 and Supplementary Data 2). 

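Total RNA of 2 cultures of the wild type strain MW001 and 2 cultures of MW001 ΔfadR_Sa was sequenced in paired-end mode, and the authors deposited the number of reads counted on each gene with featureCounts, without normalization. The paper gives a growth temperature of 75 °C for MW001 and its derivatives and a medium pH of 3.5, while the labels of the deposited samples give 80 °C and a pH of 2. The count table lists 2330 genes on the chromosome NC_007181.1. Total counts were 8414503 and 10331153 in the wild type replicates 1 and 2, and 11471435 and 7444310 in the mutant replicates 1 and 2. Ribosomal RNA genes took between 85.1% and 85.9% of the counts, so that 1091249 to 1705468 counts per library fell on all other genes. The deleted gene fadR_Sa (Saci_1107, 908073 to 908663 on the plus strand) had 52 and 84 counts in the wild type replicates 1 and 2 and 0 counts in both mutant replicates. Against a floor of 3 counts per library, its level was at least 18.7-fold lower in the mutant, a bound that covers counting error only. Expression was compared in the 2307 genes with at least 1 count in every library, the filter of the paper, with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, without a replicate term. Levels are given as TMM-normalized CPM, which are counts scaled to a common library size, and the standard error of a log2 fold change was taken from the fold change and its F statistic. Overlapping genes are counted by the authors' settings, which the paper's text does not name, and 632 pairs of neighbouring genes overlap in the table.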

The deletion of *fadR*_*Sa*_ did not affect cell morphology and growth in a medium containing sucrose and NZamine as carbon and energy sources (Supplementary Figure 11). RNA-seq analysis revealed that thirteen genes are differentially expressed, which all belong to the *Saci_1103-Saci_1126* gene cluster. Moreover, as confirmed by quantitative reverse transcriptase PCR (qRT-PCR), all other genes of the gene cluster appear to be expressed at slightly higher levels in the mutant strain as well (Fig. 6a–b and Supplementary Data 2). 

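With 2 cultures per strain, edgeR's quasi-likelihood test called 0 of 2307 genes at an adjusted p of 0.05, and the smallest adjusted p was 0.9997. At an unadjusted p under 0.05, 21 genes differed between the strains, of which 19 belonged to the Saci_1103-Saci_1126 gene cluster. DESeq2 called 4 genes on the same counts and limma-voom called 0. The edgeR count depended on single libraries, with 18 genes called without wild type replicate 1, 7 without wild type replicate 2, 1 without mutant replicate 1 and 0 without mutant replicate 2. With the replicate number as a block, edgeR called 20 genes, including all 13 that the paper called. DESeq2 and limma-voom with the block, chosen after the data were seen, called 13 and 23. Neither the paper nor the labels say what a replicate number marks. Without the block and adjusted over the list alone, 19 of the 23 cluster genes other than fadR_Sa passed 0.05. The paper's introduction describes the cluster by the annotation of its genes and proposes that Saci_1107 may regulate it. Whether the limits of the cluster were set before these libraries were seen is not stated. The authors' deposited table of DESeq2 results has 13 genes past 0.05, all in the cluster, and each of these 13 genes had a higher level in both mutant libraries than in both wild type libraries. Chance gives that order to 16.7% of genes, and 196 of the 2307 genes tested had it. The 13 genes were called on these libraries, so their order is not independent evidence. Saci_1109 (910065 to 912056, minus strand), annotated as 3-hydroxybutyryl-CoA dehydrogenase, rose from 189.0 ± 16.3 CPM (SD, n = 2) in the wild type to 399.4 ± 9.12 CPM (SD, n = 2) in the mutant. Its log2 fold change was 1.08, with a standard error of 0.15. Saci_1108 (908850 to 909971, plus strand), an acyl-CoA dehydrogenase gene, had a log2 fold change of 1.74 with a standard error of 0.43. Its mutant libraries differed from each other more than those of Saci_1109, at 125.0 ± 71.0 CPM (SD, n = 2) against 37.4 ± 7.51 CPM (SD, n = 2) in the wild type. With each library left out in turn, the log2 fold change of Saci_1108 lay between 1.00 and 2.22, the lowest without mutant replicate 2 and the highest without mutant replicate 1. The hydroxylase gene Saci_1103 (903047 to 904438, plus strand) had a log2 fold change of 0.63.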

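Of the 10 cluster genes that are not among the 13 genes called in Supplementary Data 2, 9 had a positive log2 fold change and 7 had a higher level in both mutant libraries than in both wild type libraries. The median log2 fold change of the 10 genes was 0.64. The acyl-CoA synthetase gene Saci_1122 (925285 to 926898, minus strand) rose from 129.3 ± 4.22 CPM (SD, n = 2) to 194.3 ± 24.0 CPM (SD, n = 2), a log2 fold change of 0.59 with a standard error of 0.16. The acyl-CoA dehydrogenase gene Saci_1123 (926934 to 928136, minus strand) had 115.3 ± 35.5 CPM (SD, n = 2) in the wild type and 162.2 ± 37.1 CPM (SD, n = 2) in the mutant, so that the libraries of the strains overlapped. Saci_1125, a peroxiredoxin gene, had a log2 fold change of 0.31 with a standard error of 0.18. Saci_1126 (929964 to 931616, minus strand), annotated as a medium-chain-fatty-acid-CoA ligase, had 21 and 31 counts in the wild type libraries and 30 and 33 counts in the mutant libraries. Its log2 fold change of 0.28 was smaller than its standard error of 0.34, and it became -0.08 without mutant replicate 2. Saci_1124 was the exception in sign.

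**Figure D1:**
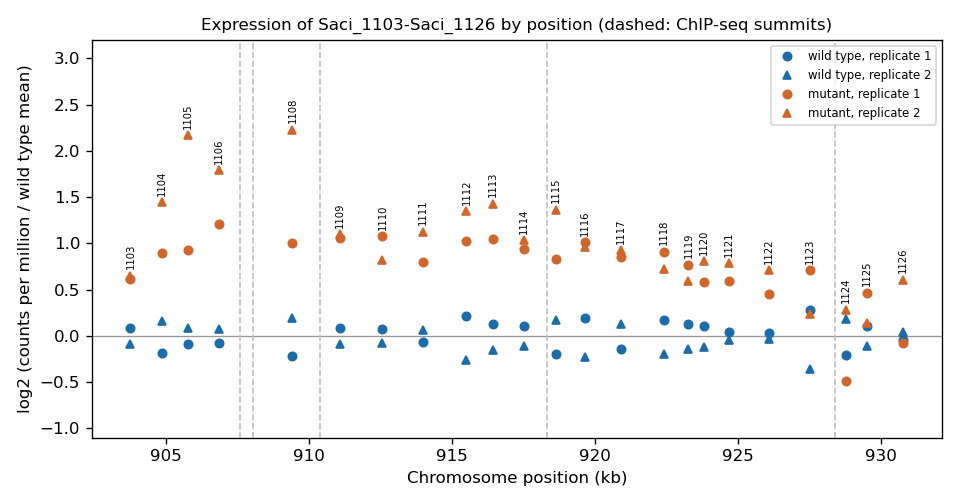
Level of 23 genes of the Saci_1103-Saci_1126 cluster in each library, as the log2 of its CPM over the mean of the wild type libraries, by the position of the gene's middle on the chromosome in kb. Blue symbols are wild type libraries, orange symbols are mutant libraries, circles are replicate 1 and triangles replicate 2, and dashed lines are the 5 ChIP-seq summits of Supplementary Table 2 in the cluster. For 20 of the 23 genes both mutant symbols lie above both wild type symbols.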

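The gene cluster spans 903047 to 931616, or 28570 bp, in the count table. As a set, its 23 genes other than fadR_Sa had a median log2 fold change of 0.96 in the mutant, against 0.00 for all genes tested, and 22 of the 23 values were positive. The set differed from the other genes with camera at a preset correlation of 0.01 (p = 5.88e-109). The call held with an estimated correlation between genes of 0.22 (p = 0.00845) and with fry (p = 0.0186). With the replicate number as a block it held with camera at the preset correlation (p = 1.17e-129). It held with neither of the others, at p = 0.0783 with an estimated correlation of 0.53 and p = 0.105 with fry. The block leaves few residual degrees of freedom in these libraries, so these results cannot decide whether the set differs. Among 2240 runs of 23 consecutive genes that share no gene with the cluster, 0 had a median as far from 0, a rank that compares genes within these libraries and takes no account of the spread between replicates. The paper reasons that the repression extends over the cluster from the higher expression of the called genes and of the other cluster genes. It also draws on qRT-PCR of a subset of the genes, and it reports binding in the cluster by ChIP-seq and mobility shift assays.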

We therefore conclude that FadR_Sa_ is a local repressor of the entire *Saci_1103-Saci_1126* gene cluster, which is predicted to harbor genes for a complete β-oxidation pathway (Fig. 6a).

**Fig. 6:**
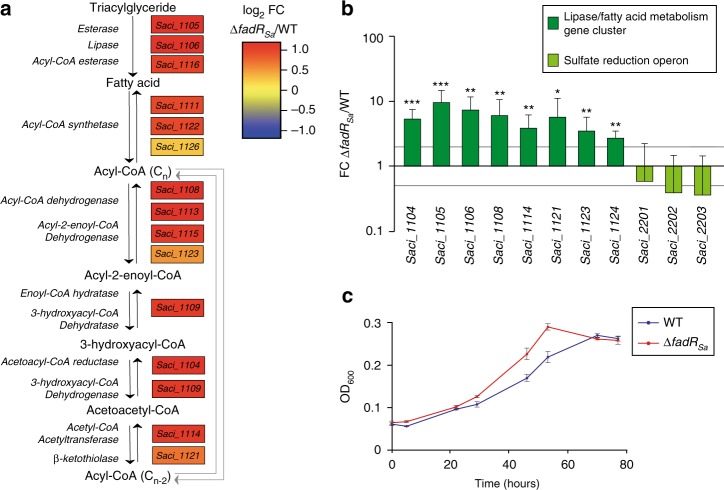
FadR_Sa_ exerts a repression on the transcription of the catabolic fatty acid metabolism/lipase gene cluster. **a** Reconstruction of the lipid degradation and fatty acid β-oxidation pathway with indication of the putative functions of genes in the *Saci_1103*-*Saci_1126* gene cluster predicted to be involved in this metabolic pathway. This is based on genomic annotations. For each of these genes, differential expression in *S. acidocaldarius* MW001 Δ*fadR*_*Sa*_, as measured by RNA-seq analysis, is shown in a heat map format expressed as the log_2_ of the fold change expression in the Δ*fadR*_*Sa*_ versus its isogenic wildtype strain. **b** Relative gene expression as determined by qRT-PCR for a subset of the genes of the *Saci_1103*-*Saci_1126* gene cluster and for genes belonging to the sulfate reduction operon. Gray lines represent a fold change of 2 and 0.5, respectively. Error bars represent biological variation for triplicates (standard deviations). An asterisk indicates a *p*-value between 0.05 and 0.01, a double asterisk between 0.01 and 0.001, and a triple asterisk smaller than 0.001, as determined in a statistical *t* test. **c** Growth curves of MW001 and MW001 Δ*fadR*_*Sa*_ strains in Brock medium containing 2 mM hexanoate as sole carbon source. Values are averages of four biological replicates with error bars representing standard deviations. Doubling times (*T*_d_s) were calculated by modeling the exponential section of the growth curves. Representative curves are shown for multiple independently performed experiments

All but one of these FadR_Sa_ binding sites are located at too large distances (>130 bp) from their corresponding promoters to hypothesize a classical repression mechanism that involves direct interaction with the components of the basal transcription machinery. As an exception, the *fadR*_*Sa*_ control region harbors a binding site just downstream of the transcription start site. For this target, it is shown that FadR_Sa_ binding stimulates the interaction with basal transcription factors TATA binding protein (TBP) and transcription factor B (TFB) (Supplementary Figure 12), pointing to a direct repression mechanism occurring at later stages of transcription initiation than during TBP and TFB recruitment.

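Supplementary Note 2 describes the genes Saci_2198 to Saci_2203 as a putative sulfate reduction operon. Saci_2203 lies on the plus strand and the others on the minus strand, so they cannot all share a transcript. The 6 genes had a median log2 fold change of -1.05 in the ΔfadR_Sa strain, and all 6 values were negative. The cytochrome genes Saci_1858, Saci_1859 and Saci_1861 had a median of -0.44, and all 3 values were negative. With camera at the preset correlation, p was 7.50e-06 for the operon and 0.0444 for the cytochrome genes. Neither call held with an estimated correlation, at p = 0.121 for the operon and p = 0.361 for the cytochrome genes, or with fry, at p = 0.451 and p = 0.718. Of the runs of consecutive genes that share no gene with the set, 9 of 2291 runs of 6 genes and 56 of 2299 runs of 3 genes had a median as far from 0, although the cytochrome genes are not strictly consecutive. All genes of both sets except Saci_2199 are in the study's list of its most downregulated genes, chosen on these libraries, so neither camera nor this rank is independent evidence. No gene of either group had both mutant libraries below both wild type libraries. Between libraries with the same replicate number, every gene except Saci_2199 was lower in the mutant for both numbers, on log2(CPM + 0.5). The study's list was chosen on these libraries, so this order is not independent evidence. Neither the paper nor the labels say what a replicate number marks. The median of the operon became 0.07 without wild type replicate 2 and lay between -1.72 and -0.39 without any other library. That of the cytochrome genes became 0.52 without wild type replicate 1 and 0.09 without mutant replicate 2, against -1.02 without wild type replicate 2 and -1.37 without mutant replicate 1. The paper proposes an indirect activation from the lower expression of these genes, with qRT-PCR for genes of the operon. For its being indirect it cites the few, weak predicted binding sites near these genes, which ChIP-seq did not capture.

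**Figure D2:**
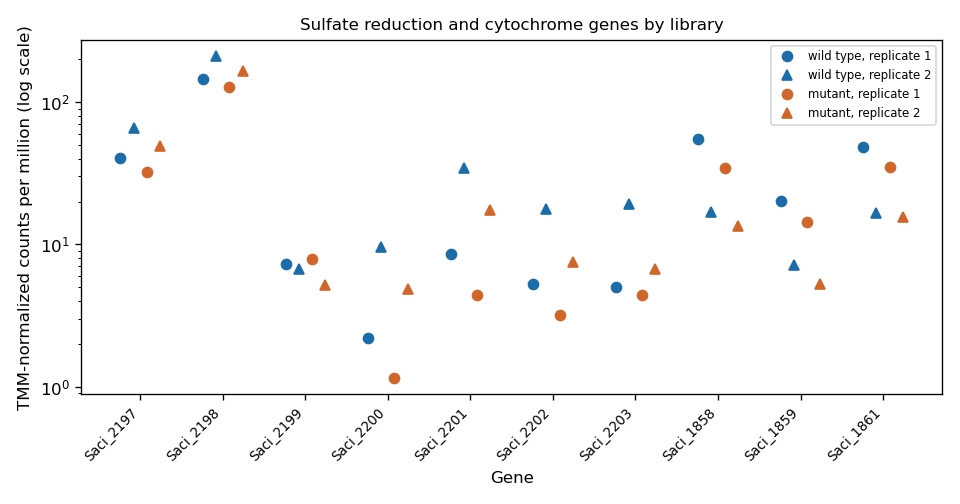
Level of Saci_2197 to Saci_2203 and of the cytochrome genes Saci_1858, Saci_1859 and Saci_1861 in each library, in TMM-normalized CPM on a log axis. Blue symbols are wild type libraries, orange symbols are mutant libraries, circles are replicate 1 and triangles replicate 2. Within each strain the triangle lies above the circle from Saci_2200 to Saci_2203, and the circle lies above the triangle for the 3 cytochrome genes.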

Besides the local regulon, several other genes, including an operon encoding a putative sulfate reduction pathway and cytochrome-encoding genes, were found to have slightly lower expression levels in the *ΔfadR*_*Sa*_ strain pointing to an indirect activation effect (Fig. 6b, Supplementary Note 2 and Supplementary Data 2). The suggestion of this effect being indirect is corroborated by the prediction of only a limited number of putative FadR_Sa_ binding sites in the genomic regions surrounding the downregulated genes, which are characterized by relative high *p* values (>1.00E−05) (Supplementary Table 3) and which were not captured by ChIP-seq. Furthermore, these indirect regulatory effects hint at a reversely correlated link between the fatty acid metabolism catalyzed by the enzymes encoded in the *Saci_1103-Saci_1126* gene cluster on one hand and sulfur metabolism and cytochrome-containing membrane complexes on the other hand.

The observed transcriptional regulation of the *Saci_1103-Saci_1126* gene cluster strongly suggests that FadR_Sa_ is implicated in the regulation of fatty acid and lipid metabolism. Since it was previously observed that simultaneous deletion of both esterase-encoding genes in the gene cluster (*Saci_1105* and *Saci_1116*) led to a phenotype lacking the ability to perform tributyrin hydrolysis^29^, we performed a similar phenotypic assay with the *fadR*_*Sa*_ deletion mutant (Supplementary Figure 13a). Despite the higher expression levels of both esterase genes in the *fadR*_*Sa*_ deletion mutant (Fig. 6a–b), we did not observe a difference in time-dependent halo formation upon growth on tributyrin (Supplementary Figure 13a). In contrast, upon growing *S. acidocaldarius* in a liquid medium containing hexanoate as a sole carbon and energy source, the *fadR*_*Sa*_ deletion mutant displayed a significantly higher growth rate in exponential growth phase with respect to the isogenic WT strain (doubling times *T*_d_s of 20.5 and 26.3 h, respectively; Fig. 6c). 

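The esterase gene Saci_1105 (905293 to 906213, minus strand) had 18 and 28 counts in the wild type libraries and 53 and 86 counts in the mutant libraries. Its level was 2.45 ± 0.20 CPM (SD, n = 2) in the wild type and 7.86 ± 4.52 CPM (SD, n = 2) in the mutant, a log2 fold change of 1.65 with a standard error of 0.48. It became 0.92 without mutant replicate 2 and 2.15 without mutant replicate 1. Saci_1116 (919178 to 920095, minus strand), annotated as an acetyl esterase, rose from 26.3 ± 5.37 CPM (SD, n = 2) to 52.1 ± 1.35 CPM (SD, n = 2), a log2 fold change of 0.99 with a standard error of 0.20. For both genes each mutant library lay above each wild type library, and the adjusted p from edgeR's quasi-likelihood test was 0.9997. With a replicate term in that test, the adjusted p was 0.0345 for Saci_1105 and 0.00745 for Saci_1116.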

As this effect was not observed during growth on the shorter-chain butyrate (Supplementary Figure 13b), it correlates to fatty acid chain length. These experiments support that *S. acidocaldarius* is capable of degrading fatty acids to sustain growth and that this catabolic metabolism may be at least partly catalyzed by enzymes encoded in the *Saci_1103-Saci_1126* gene cluster. Furthermore, the FadR_Sa_ regulator represses this catabolic fatty acid metabolism as its deletion, thereby causing a derepression of the gene cluster, results in a faster growth rate (Fig. 6c). The observation of this difference can be explained by hexanoate only causing a partial FadR_Sa_-mediated derepression given the relative short-chain length of these acyl-CoA molecules (see below, “FadR_Sa_–ligand interactions”).

### FadR_Sa_–ligand interactions

Next, we prepared FadR_Sa_ crystals in the presence of lauroyl–CoA (C12:0-CoA) and solved the FadR_Sa_–lauroyl–CoA cocrystal structure to a resolution of 1.90 Å (Table 1). In contrast to the initial structure showing an acyl-CoA derivative bound to only one of the subunits, in this structure, both subunits of the dimer harbor a lauroyl–CoA molecule (Supplementary Figure 14a). The orientation of the ligand-binding pockets within the protein and the binding mode of the ligand is completely different in FadR_Sa_ as compared to the characterized bacterial FadR proteins^24–26^ (Fig. 7a). In contrast to the ligand entering the pocket from within the dimer interface as in bacterial FadR regulators, in the FadR_Sa_ structure the ligand enters the protein from the outer surface of the protein completely opposite to the dimer interface. Further, for each ligand-binding pocket only a single FadR_Sa_ subunit is involved in ligand interaction in contrast to two subunits in the bacterial FadR regulators. Consequently, ligand conformation is different and the acyl chain has a rather straight conformation in FadR_Sa_ while it is bent in FadR_Bs_ (Supplementary Figure 14b).

**Fig. 7:**
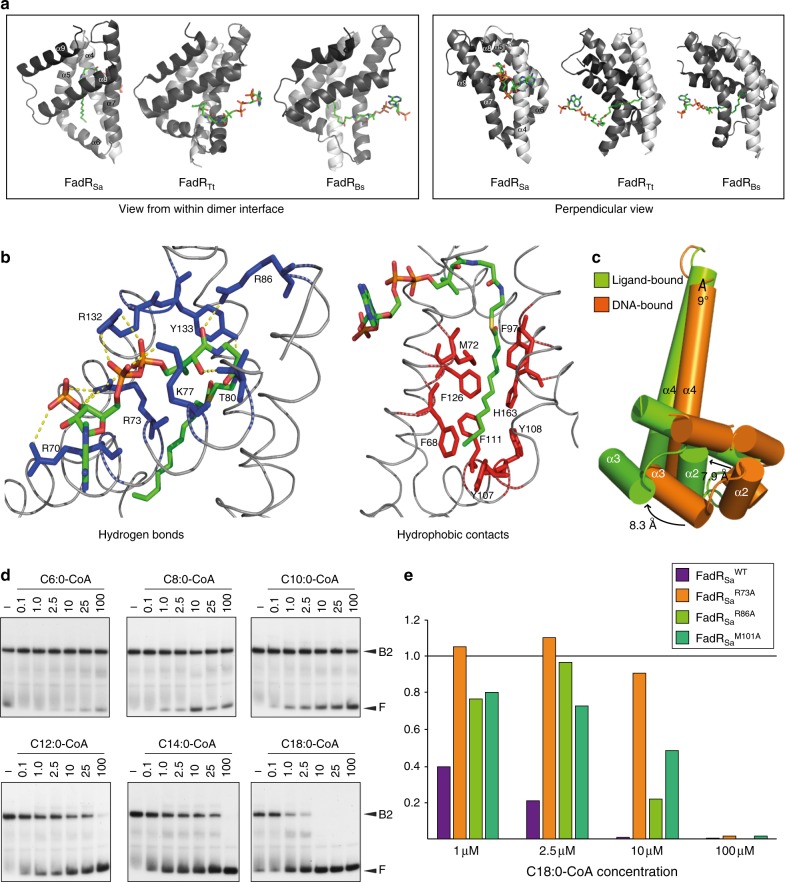
Acyl-CoA disrupts FadR_Sa_–DNA complexes proportional to acyl chain length. **a** Structural comparison of ligand-binding modes of lauroyl–CoA-bound FadR_Sa_ (PDB: 6EL2), lauroyl–CoA-bound FadR_Tt_ (PDB: 3ANG)^24^, and lauroyl–CoA-bound FadR_Bs_ (PDB: 3WHB)^25^. Only the C-terminal domains are shown in cartoon representation, with α-helices α4–α9 colored from light to dark gray; the lauroyl–CoA molecule is shown as a stick model. Two different viewpoints are shown: a view from within the monomer-monomer interface in the dimer and a view perpendicular to that. **b** Close-up view of the ligand-binding pocket with indication of FadR_Sa_ residues involved in establishing polar contacts with lauroyl–CoA (in blue) and of residues involved in hydrophobic interactions (in red). **c** Schematic representation of a close-up view of helices α1–α4 with indication of relative conformational differences. A detailed structural superimposition is shown in Supplementary Figure 15b. **d** Electrophoretic mobility shift assays (EMSAs) demonstrating the effect of acyl-CoA on the FadR_Sa_–DNA interaction using a 154-bp probe representing the *Saci_1106* binding site. Acyl-CoA concentrations are shown above each autoradiograph in μM. Populations of free DNA and complexed DNA are indicated with F and B2, respectively. The intermediate complex B1 is hardly formed due to the cooperativity of the interaction. **e** Graphical representation of ligand response measured in EMSAs performed with ligand-binding mutants FadR_Sa_^R73A^, FadR_Sa_^R86A^, and FadR_Sa_^M101A^ (Supplementary Figure 6b). The *Y*-axis represents the fraction of bound DNA with respect to a protein-free control lane

Upon zooming into the ligand-binding pocket, a large number of specific lauroyl–CoA–FadR_Sa_ interactions are observed (Fig. 7b and Supplementary Data 3). Whereas the adenine moiety is located on the outside of α4 and appears not to be contacted by the protein, the remainder of the lauroyl–CoA molecule enters the protein in between α4 and α7 with the establishment of electrostatic interactions between polar residues (a.o. Arg73, Lys77, Arg86, and Arg132) and the CoA moiety, especially with the CoA phosphate groups (Fig. 7b). Upon comparison of residue conformations in the DNA-bound and lauroyl–CoA structures, it became apparent that the orientation of the α5 residue Met101 is significantly altered (Supplementary Figure 15a). The lauroyl chain is deeply buried into a tunnel-like binding pocket formed in between helices α4–α7 and is entirely surrounded by hydrophobic residues such as Phe68, Phe97, Phe111, and Phe126. Although the nature of these ligand-interaction residues (polar residues for CoA-interactions, hydrophobic residues for side chain interactions) is similar as in bacterial TetR-like FadR regulators, they are not homologous as shown on a structure-based sequence alignment (Fig. 1d). Furthermore, FadR_Sa_ does not contain a hydrophilic patch in the acyl-binding pocket similarly to the *Bacillus* counterparts in which it affects ligand-binding specificity^25,26^.

EMSAs demonstrated that acyl-CoA molecules, but not acetyl-CoA, CoA and free fatty acids, strongly abrogate FadR_Sa_–DNA complex formation with the extent of the abrogation effect correlating with the length of the acyl chain (Fig. 7d and Supplementary Figure 16a). Competition assays confirmed that the addition of acetyl-CoA or hexanoyl-CoA does not affect sensitivity of the protein to oleoyl-CoA and thus that the inhibition effect reflects binding specificity (Supplementary Figure 16b). Alanine substitution of the CoA-interacting residues Arg73 and Arg86 confirmed their importance for the ligand response (Fig. 7e and Supplementary Figure 6b). Likewise, alanine mutation of the allosterically altered Met101 residue desensitizes the protein to oleoyl-CoA. In conclusion, acyl-CoA binds the regulator thereby causing dissociation of FadR_Sa_–DNA complexes with the affinity and extent of the effect correlating to the acyl chain length.

### Molecular mechanism of ligand response

To learn more about the allosteric regulatory mechanism employed by FadR_Sa_, we compared the ligand-bound and DNA-bound structures (Fig. 7c and Supplementary Figure 15b). Both structures were superimposed with an RMSD of 1.01 Å (Supplementary Figure 15b). Subtle differences were noted in the relative orientation of the HTH motifs within a dimer with the binding of lauroyl–CoA causing the distance between the two α3 helices to be enlarged from an average 37.0–43.2 Å (measured as the Cα–Cα distance of Tyr51 residues located in α3). As a consequence, the increased distance between the α3 helices makes the dimeric FadR_Sa_ conformation suboptimal for interaction in consecutive major groove segments. Besides the α3 helix, the α2 helix is shifted by an average distance of 7.9 Å and the α4 helix is displaced with an angle of 9° (Fig. 7c). Intriguingly, one of the three dimers in the FadR_Sa_–DNA cocrystal structure appeared to have a ligand-bound conformation distinct from the other two dimers; this is reflected by the distance between the two α3 helices being 45.3 Å for this central dimer EF versus an average of 37.0 Å for the flanking dimers (Fig. 3a; Supplementary Note 3). In conclusion, ligand binding allosterically opens up the dimer thereby causing it to dissociate from the DNA, similarly as the mechanism observed for FadR_Bh_^26^.

### Occurence of FadR in archaea

FadR_Sa_ is not restricted to *S. acidocaldarius* but is also represented in all other *Sulfolobus* species, in other Crenarchaeota belonging to *Sulfolobales* (*Acidianus* spp.) and *Thermoproteales* (*Cuniculiplasma divulgatum*), and also in species belonging to Euryarchaeota (*Thermoplasmatales*) and in the recently discovered Marsarchaeota^33^ (Fig. 8). These organisms have in common that they are all thermophiles, some with a (facultative) aerobic metabolism, others with an anaerobic metabolism. Conservation of residues that are involved in DNA or ligand binding indicate that these proteins are FadR_Sa_ orthologs with similar functional characteristics (Fig. 8a). Moreover, as is the case for FadR_Sa_, several of these homologs are encoded in genomic environments abundant in genes coding for enzymes involved in fatty acid metabolism or for enzymes with lipase functions (Fig. 8b). Although gene synteny is not strictly conserved, the extent of some of these gene clusters, especially in other *Sulfolobus* species, suggests the potential existence of similar FadR-mediated acyl-CoA responsive repression. This hypothesis is supported by the prediction of putative FadR binding sites in the neighborhood of *fadR* promoters and at distant locations, either in intergenic regions or in ORFs, for the gene clusters in other *Sulfolobus* species (Fig. 8b).

**Fig. 8:**
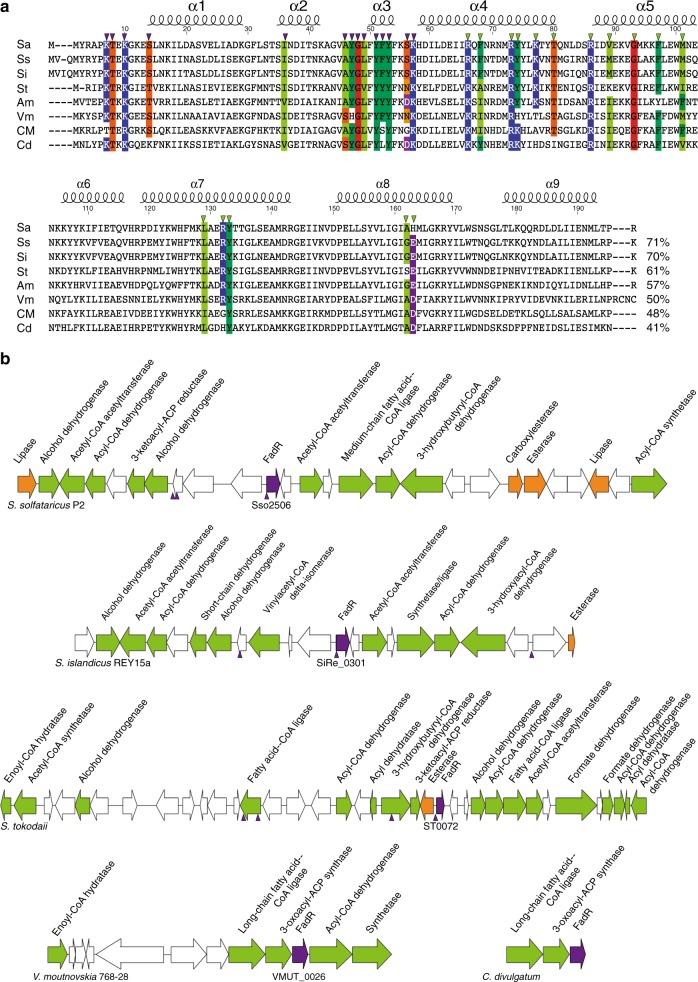
FadR_Sa_ homologs are found in other archaeal genomes. **a** Multiple sequence alignment, prepared with t-coffee^68^, of different archaeal FadR_Sa_ homologs identified through BLAST analysis. Sa = FadR_Sa_ *Sulfolobus acidocaldarius*, Ss = AAK42639.1 *Sulfolobus solfataricus* P2, Si = PVU77113.1 *Sulfolobus islandicus*, St = WP_010978011.1 *Sulfolobus tokodaii*, Am = ARM75525.1 *Acidianus manzaensis*, Vm = WP_013603407.1 *Vulcanisaeta moutnovskia*, CM = PSN82693.1 Candidatus Marsarchaeota G1 archaeon OSP_D, Cd = WP_077076373.1 *Cuniculiplasma divulgatum*. Indication of secondary structure elements and of position numbers is with respect to the FadR_Sa_ sequence. Colors indicate conservation of amino acid residues that are involved in DNA (purple triangles) or ligand (green triangles) interactions, based on FadR_Sa_ cocrystal structures. Sequence identities with FadR_Sa_ are mentioned behind the sequence alignment. **b** Schematic depiction of gene organization in the genomic neighborhood of selected FadR_Sa_ homologs. Color coding is as follows: green = genes encoding enzymes involved in fatty acid metabolism, orange = genes encoding lipases/esterases, purple = genes encoding transcriptional regulators. Gene numbers are mentioned for the FadR_Sa_ homologs. The *Sulfolobus spp*. gene cluster sequences were subjected to a binding motif prediction using RSAT^69^ with a position weight matrix based on FadR_Sa_ binding site sequences. Predicted binding sites are indicated with a blue triangle

## Discussion

It is well-established that archaea harbor typical bacterial-like transcription regulators^34,35^, which are proposed to result from shared ancestry as well as from extensive horizontal gene transfers, especially from bacteria to archaea^36^. FadR_Sa_, of which we show that it displays structural similarities with bacterial TetR-like FadR regulators, is an archaeal member of the widespread prokaryotic TetR family. Despite these similarities, there are pronounced differences between the archaeal FadR regulator and the bacterial counterparts which point to a complete absence of shared ancestry. For example, the acyl-CoA binding function of FadR_Sa_ appears to have arisen through convergent evolution with respect to the bacterial regulators. In contrast to FadR_Bs_ and FadR_Tt_, in which the crystal structure revealed medium-chain lauroyl–CoA in one of the two dimeric subunits^24,25^, we observed the presence of a short-chain acyl-CoA in the native FadR_Sa_ structure. This difference likely reflects different acyl-CoA-binding specificities and might be explained by the absence of a hydrophilic patch in the part of the ligand-binding pocket that surrounds the first 10–12 carbon atoms of the acyl chain, as observed for the *Bacillus* counterparts^25,26^. As a consequence, FadR_Sa_ has a different ligand specificity, which is expected to have consequences for the biological function and to reflect different biological roles of fatty acids for cellular physiology in bacteria and archaea. Interestingly, the observation of an inverse correlation between the expression of the *Saci_1103-Saci_1126* gene cluster and that of cytochrome-encoding genes further supports the suggested function of fatty acids stabilizing membrane complexes in archaea^10^.

FadR_Sa_ uses two distinct DNA-binding modes operator-dependently with a Gly–guanine interaction being the crucial determinant and that dimer-of-dimer complex formation with the quasi-identical high-affinity *fadR*_*Sa*_ and *Saci_1106* operators occurs in a cooperative manner with the transitional formation of a dimer-bound complex in which FadR_Sa_-mediated DNA bending is more pronounced than in the dimer-of-dimer complex. By binding to a total of only four binding sites in the *Saci_1103-Saci_1126* gene cluster, FadR_Sa_ is capable of repressing transcription of the entire 23-gene cluster containing at least 17 transcription units^37^. Furthermore, with the exception of the autoregulatory binding site that is located just downstream of the TTS and that is expected to result in repression through direct interaction with the basal transcription initiation machinery, the other binding sites are located at least 130 bp upstream of the corresponding promoters, which is a noncanonical position as compared to most previously characterized archaeal repressors^38^. FadR_Sa_ thus employs a nonparadigmatic repression mechanism that could be hypothesized to be dependent on long-range interactions. The observation of cocrystallization of FadR_Sa_ with two individual DNA duplexes (Fig. 3a), as was also observed for the bacterial TetR member CgmR in *Corynebacterium glutamicum*^39^, further supports the possibility that the regulator is capable of co-associating with different DNA segments.

The finding that FadR_Sa_ represses the *Saci_1103-Saci_1126* gene cluster and that it is responsive to acyl-CoA molecules acting as inducers in vitro strongly suggests that intracellularly present acyl-CoA molecules cause a derepression and thus higher transcriptional expression of the gene cluster in vivo. The observation that deletion of the regulator causes cells to display a faster growth on hexanoate as sole energy and carbon source supports that the β-oxidation enzymes encoded in this gene cluster minimally have a degradation function; this is in line with the logic behind the regulatory strategy. A catabolic function of the β-oxidation enzymes is also in agreement with the function of the co-regulated esterase enzymes encoded by *Saci_1105* and *Saci_1116*, which enable cells to grow on lipids^29^. Fatty acid oxidation adds to the chemoorganotrophic capabilities of *Sulfolobus* spp. that appear more important than the originally described chemolithotrophic sulfur-oxidizing metabolism^40^. A full picture of the functioning of fatty acid metabolism in *Sulfolobus*, and whether the enzymes encoded in the *Saci_1103–1126* function only the catabolic or also anabolic direction, awaits the biochemical and genetic characterization of the enzymes. An intriguing hypothesis has been put forward stating that fatty acid metabolism enzymes in archaea do not have a catalytic bias but are instead regulated by the relative substrate and product concentrations^9,10^. Possibly, acyl-CoA-responsive FadR_Sa_-mediated induction of the expression of the *Saci_1103-Saci_1126* gene cluster is only a single element in a more complex regulatory system in which other regulatory mechanisms are also in place to enable the fine-tuned expression and activity of promiscuous enzymes in response to relative concentrations of a variety of fatty acid-related metabolic signals. This postulated regulatory complexity might reflect the employment of the same enzymes for catabolic and anabolic reactions instead of the use of distinct dedicated pathways as in bacteria and eukaryotes. Furthermore, based on the occurrence of FadR_Sa_ orthologs in other thermophilic archaea, such as *Thermoplasmatales* and Marsarchaeota, it can be assumed that this type of transcriptional regulation is not restricted to *Sulfolobus* spp.

## Methods

### Microbial strains and growth conditions

*S. acidocaldarius* strains MW001 and its derivatives were cultivated at 75 °C in Brock basal salts medium^40^ supplemented with 0.2 (w/v)% sucrose, 0.2 (w/v)% NZamine and 10 μg ml^−1^ uracil. For ChIP experiments, a 200 ml *S. acidocaldarius* DSM639 culture was grown at 80 °C in Brock basal salts medium supplemented with 0.1% tryptone. The pH of the medium was adjusted to 3.5 by addition of sulfuric acid. For growth experiments in the presence of fatty acids, precultures of *S. acidocaldarius* MW001 and its derivatives were first grown in Brock medium supplemented with 0.2 (w/v)% NZamine followed by multiple transfers to Brock medium supplemented with 2 mM butyrate or hexanoate. Cultivations of the third and fourth generation were considered to lack residual NZamine and to be representative for growth on fatty acids as sole carbon source. For growth on plates, Brock medium was solidified by the addition of 0.6 (w/v)% gelrite, 10 mM MgCl_2_ and 3 mM CaCl_2_. To detect the hydrolysis of tributyrin, cells were inoculated on tributyrin-containing plates composed of 1.4% gelrite dissolved in Brock basal salt medium supplemented with 20 mM MgCl_2_ × 6H_2_O, 6 mM CaCl_2_, 0.2% (w/v) NZamine, 0.4% (w/v) dextrine and 1% (v/v) tributyrin^29^. Cavities were made into the plates using a 5 ml pipette tip followed by addition of 20 µl of cell culture grown up to an optical density measured at 600 nm (OD_600_) of 0.7. The plates were incubated up to 7 days.

*E. coli* strains DH5α and Rosetta DE3 were used for the propagation of plasmid DNA constructs and heterologous protein overexpression, respectively, and were grown at 37 °C in lysogeny broth (LB) medium supplemented with 50 μg ml^−1^ ampicillin (DH5α) or with 50 µg ml^−1^ ampicillin and 34 μg ml^−1^ chloramphenicol (Rosetta (DE3)). An overview of all strains used in this work is given in Supplementary Table 5.

A markerless in-frame *fadR*_*Sa*_ deletion strain (*S. acidocaldarius* Δ*fadR*_*Sa*_) was generated of the uracil auxotrophic *S. acidocaldarius* strain (MW001) using the classical “pop-in pop-out” method with a suicide disruption vector containing up- and downstream flanking regions and the gene-of-interest region besides the *pyrEF* selection marker genes (pSVA406x*ΔfadR*)^28^. An overview of all plasmid vectors and oligonucleotide sequences is given in Supplementary Table 6 and Supplementary Data 4, respectively. Successful deletion of the gene was confirmed by PCR analysis and sequencing of genomic DNA (gDNA) (Supplementary Figure 2).

### Protein expression and purification

The *fadR*_*Sa*_ coding region was amplified by PCR from *S. acidocaldarius* gDNA and cloned into a pET45b expression vector using BamHI and HindIII restriction sites (pET45b*xfadR*_*Sa*_) resulting in an N-terminally His-tagged construct. Site-directed mutagenesis was performed with the overlap PCR mutagenesis approach^41^ using pET45b*xfadR*_*Sa*_ as a template and complementary mutagenic primers to remove an NdeI restriction site in the *fadR*_*Sa*_ ORF with a silent mutation. This enabled cloning in the NdeI/XhoI sites of pET24a yielding a C-terminally His-tagged construct (pET24a*xfadR*_*Sa*_*Ndenull*). For the construction of N37A, Y47A, G48A, Y51A, Y53A, R73A, R86A, and M101A variants of FadR_Sa_, site-directed mutagenesis was performed in an identical approach using pET24a*xfadR*_*Sa*_*Ndenull* as a template.

Heterologous overexpression of the recombinant FadR_Sa_ proteins was accomplished in *E. coli* Rosetta (DE3) by growing a culture until reaching an OD_600_ between 0.6 and 0.7, incubating the cells on ice during 30 min and inducing gene expression by the addition of 0.4 mM isopropyl β-d-1-thiogalactopyranoside (IPTG). Subsequently, the culture was further incubated at 37 °C during 20 h, pelleted by centrifugation, resuspended in binding buffer (20 mM sodium phosphate pH 7.4, 0.5 M NaCl, 20 mM imidazole) and lysed by sonication. Finally, the cell extract was subjected to heat treatment (80 °C during 30 min) followed by centrifugation at 23,000×*g* during 45 min. Purification of His-tagged FadRSa was performed with immobilized metal ion affinity chromatography by applying the supernatant to a His GraviTrap system (GE Healthcare) equilibrated with binding buffer (20 mM sodium phosphate (pH 7.4), 0.5 M NaCl and 20 mM imidazole). The column was washed with binding buffer where after the protein was eluted with 3 × 1 ml of 20 mM sodium phosphate (pH 7.4), 0.5 M NaCl and 500 mM imidazole. N- and C-terminally His-tagged proteins behave similar in DNA-binding assays.

For the preparation of selenomethionine (SeMet)-substituted FadR_Sa_ protein, cells were allowed to grow overnight at 37 °C in 2 ml 2 × YT medium containing 50 µg ml^−1^ ampicillin. The overnight culture was used to inoculate 50 ml M9 minimal medium (50 mM Na_2_HPO_4_, 3 g l^−1^ KH_2_PO_4_, 0.5 g l^−1^ NaCl, 1 g l^−^^1^ NH_4_Cl) and growth was continued at 37 °C until an OD_600_ of 0.5 was reached. Thereafter, 50 ml of the culture was added to 700 ml M9 medium supplemented with 2 mM MgSO_4_, 0.1 mM CaCl_2_, 0.4% glucose, and 50 µg ml^−1^ ampicillin, and continue growth at 37 °C until an OD_600_ of 0.4–0.6. Following l-amino acids were then added: Lys, Phe, and Tyr (100 mg l^−1^), Leu, Ile, and Thr (50 mg l^−1^) and l-selenomethionine (Acros Organics; final concentration of 60 mg l^−1^). At an OD_600_ of 0.6–0.8, protein expression was induced by adding 0.5 mM IPTG (isopropyl β-d-1-thiogalactopyranodside) followed by overnight incubation. SeMet-substituted protein was purified according to the same procedure as described above using a pET45b*xfadR*_*Sa*_ harboring strain. All FadR_Sa_ protein preparations were essentially pure, as judged by SDS-polyacrylamide gel electrophoresis (PAGE) and by SEC (Supplementary Figure 1).

The ORFs of TBP (*Saci_1336*) and TFB1 (*Saci_0866*) were PCR-amplified, digested and ligated into pET30a (Novagen) using the restriction exonucleases NdeI and XhoI and transformed into *E. coli* Rosetta 2 (DE3). Cells harboring pET30a*xtbp* were grown until reaching an OD_600_ of approximately 0.6, followed by an induction with 1 mM IPTG and further growth during 4 h at 37 °C. Cells were harvested by centrifugation and resuspended in lysis buffer (25 mM Tris-HCl pH 7.5, 300 mM NaCl) supplemented with protease inhibitor cocktail (Roche) and disrupted via French pressure cell (Thermo Electron Corporation, USA) for three passages at 12,000 psi followed by ultracentrifugation (30,000×*g* during 45 min). A heat treatment (80 °C during 15 min) was again followed by ultracentrifugation and TBP protein was further purified by anion exchange chromatography using a ResourceQ column (GE Healthcare) with a salt gradient up to 1 M NaCl and SEC on a HiLoad superdex 26/60 75 prep grade column (GE Healthcare) using 25 mM Tris-HCl pH 7.5, 300 mM NaCl. Similarly, *E. coli* Rosetta 2 (DE3) cells expressing C-terminally hexahistidine-tagged TFB1 were grown in medium supplemented with 10 mM MgCl_2_ and 100 µM ZnSO_4_, induced at an OD_600_ of approximately 0.6 by adding 0.2 mM IPTG and followed by further growth at 23 °C overnight. Cells were harvested by centrifugation and subsequently resuspended in modified N-buffer (25 mM Tris-HCl pH 7.5, 10 mM MgCl_2_, 100 µM ZnSO_4_, 1 mM tris(2-carboxyethyl)phosphine (TCEP)) supplemented with 1 M NaCl and protease inhibitor. After cell disruption via French pressure cell (three passages at 12,000 psi), ultracentrifugation (30,000×*g* during 45 min) and heat treatment at 75 °C for 15 min the cleared lysate was applied to a Ni-TED column (Macherey and Nagel) for affinity purification. Modified N-buffer containing 300 mM NaCl was used for equilibration and washing, the bound target protein was eluted with the same buffer containing 250 mM imidazole. Pure TFB1 protein was finally obtained by performing SEC with a HiLoad superdex 26/60 200 prep grade gel filtration column (GE Healthcare). TBP and TFB1 were used in EMSAs (Supplementary Figure 12).

### Crystallization and data collection

Crystallization of SeMet-derivated FadR_Sa_ was performed at 20 °C using the hanging-drop vapor diffusion method by mixing equal volumes of protein solution (3 mg ml^−1^) and reservoir solution consisting of 20% (w/v) PEG3350, 0.2 M sodium nitrate and 0.1 M Bis–Tris propane, pH 8.5. Appropriately sized crystals were obtained after 6–8 weeks. The crystals belong to space group *P*2_1_, with unit-cell parameters *a* *=* 41.9, *b* = 98.7, *c* *=* 55.9 Å, and *β* = 106.4°, and two molecules per asymmetric unit, giving a Matthews coefficient of 2.51 Å^3^ Da^−1^ and 51% solvent content. The complexes of FadR_Sa_:DNA and FadR_Sa_:lauroyl–CoA were obtained by cocrystallization of FadR_Sa_ with a 21-bp duplex DNA and 1 mM lauroyl–CoA (lithium salt), respectively. Prior to data collection, crystals were soaked in a cryo-solution containing 20% glycerol, 10% (w/v) PEG3350, 0.1 M sodium nitrate and 0.05 M Bis–Tris propane, pH 8.5 followed by immediate flash-cooling in liquid nitrogen.

High-resolution X-ray data (Table 1) were collected at 100 K at European Synchroton Radiation Facility (ESRF) beamlines ID23-1 (SeMet-substituted FadR_Sa_) and ID29 (FadR_Sa_:DNA and FadR_Sa_:lauroyl–CoA).

### Structure determination and refinement

The structure of FadR_Sa_ was determined using the SAD method with selenomethionine-substituted protein. Diffraction data were processed and scaled using the *XDS* program package^42^. A set of 5% of the reflections was set aside and used to calculate the quality factor R_free_^43^. The structure was solved using AutoSol in PHENIX^44^. Refinement was performed with PHENIX altered with manual rebuilding in O^45^. The structure was refined to *R*_fac_ = 20.3% and *R*_free_ = 25.3%, respectively (Table 1). The structure of the dsDNA and lauroyl–CoA complexes were solved by molecular replacement with Phaser^46^, using the SeMet-subsituted FadR_Sa_ structure as a model. All structures were evaluated using wwPDB Validation Server^47^. Refinement statistics are presented in Table 1. The coordinates and structure factors have been deposited in the PDB database with accession codes 5MWR, 6EN8, and 6EL2. PDBsum^48^ was used to identify protein–DNA and protein–ligand interactions, supplemented with a manual inspection employing PyMOL^49^. All figures displaying protein structures were prepared with PyMOL^49^.

### Chromatin immunoprecipitation

ChIP was performed by growing *S. acidocaldarius* DSM639 to early exponential growth phase (an OD_600_ between 0.2 and 0.3) and adding formaldehyde to the culture to a final concentration of 1%^50,51^. After a 5-min incubation, glycine was added to a final concentration of 125 mM. Fixed cells were harvested by centrifugation at 8000×*g* during 10 min and the pellet was resuspended in 3 ml IP buffer (50 mM Hepes-KOH pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, protease inhibitor cocktail (Roche Applied Science)). Subsequently, cells were sonicated on ice until DNA fragments were obtained with an average size around 250 bp. After centrifugation during 20 min at 17,000×*g*, 100 µl of the sheared DNA-containing supernatant was kept apart to use as input control and the remaining sample was divided into two aliquots. One aliquot was incubated with anti-FadR_Sa_ antibody coated M-280 Sheep Anti-Rabbit Dynabeads (Invitrogen) and the other was incubated with pre-immune serum coated Dynabeads, which served as a nonspecific binding control (mock control). The bead-antibody complexes were prepared by mixing 80 µl Dynabeads with either FadR_Sa_-specific antibodies (produced by immunizing a rabbit with purified recombinant FadR_Sa_ (Innovagen)) or rabbit pre-immune serum. Precipitation reactions were performed according to manufacturer’s instruction. After overnight incubation at 4 °C, the Dynabeads were collected and the captured DNA was eluted and purified by using the iPURE DNA extraction kit (Diagenode) according to the manufacturer’s instruction.

DNA purified from ChIP, input and mock samples were sequenced (1 × 51 bp) by a Miseq sequencer (Illumina) at ScilifeLab, Stockholm, Sweden. Sequence reads were mapped to the *S. acidocaldarius* DSM639 genome (NC_007181.1) with Burrows–Wheeler Aligner (BWA 0.7.10)^52^ using default settings and MACS2 (2.1.0)^53^ was employed for peak calling. To generate sufficient sequencing reads, reads of two mock samples were combined before performing the analysis. The ChIP-seq experiment was done in biological duplicate and only peaks called in both experiments were retained; this was followed by a manual curation. Finally, ChIP-seq results were visualized by IGV version 2.3.59^54^. DNA sequences of enriched regions were extracted by BEDTools’ getfasta function^55^ and subjected to a binding motif search with MEMEsuite (4.10.0)^56^. The FIMO tool of MEMEsuite was used for the prediction of binding motifs in other genomic regions.

For ChIP-qPCR, 20-ml cultures of *S. acidocaldarius* MW001 and *S. acidocaldarius* MW001Δ*fadR*_*Sa*_ were crosslinked and harvested in mid exponential growth phase (OD_600_ of about 0.4) and ChIP was performed as described above. Primers were designed with Primer3 Plus software^57^ (Supplementary Data 5) and were chosen to amplify fragments around the ChIP-seq peak summit regions and with a length between 150 and 200 bp. qPCR was performed with a My-iQ^TM^ Single color Real-time PCR system (Bio-Rad) and GoTaq qPCR Master Mix (Promega) was done with thermal cycling conditions: 10 min at 94 °C and 40 cycles of 30 s at 94 °C and 30 s at 60 °C. Fold-enrichment calculations were performed with the 2^−ΔΔCt^ method^58^ using an irrelevant genomic region (the ORF of *Saci_1336*) as a nonbinding reference. Cultures were assayed in biological duplicate and the *S. acidocaldarius* Δ*fadR*_*Sa*_ strain was used as mock experiment.

### Electrophoretic mobility shift and footprinting assays

^32^P-labeled DNA was prepared by 5′-end-labeling of oligonucleotides using [γ-^32^P]-ATP (Perkin Elmer) and T_4_ polynucleotide kinase (Thermo Scientific). Each of these labeled oligonucleotides were then used together with a non-labeled oligonucleotide (Supplementary Data 4) in a PCR reaction with *S. acidocaldarius* gDNA as a template or, in case of 45-bp probes, in a hybridization reaction with the nonlabeled reverse complementary oligonucleotide. Labeled DNA fragments were subsequently purified by polyacrylamide gel electrophoresis. EMSAs were performed^59^ with approximately 0.1 nM ^32^P-labeled DNA probe and an excess of nonspecific competitor DNA. Dimethylsulfoxide was used as a solvent to dissolve acyl-CoA, but did not affect the protein–DNA interaction (Supplementary Figure 16). Binding reactions were prepared in binding buffer (20 mM Tris-HCl (pH 8.0), 1 mM MgCl_2_, 0.1 mM dithiothreitol (DTT), 12.5% glycerol, 50 mM NaCl, 0.4 mM EDTA) and allowed to equilibrate at 37 °C prior to electrophoresis on 6% acrylamide gels in TEB buffer (89 mM Tris, 2.5 mM EDTA, and 89 mM boric acid).

DNase I footprinting was performed by the method of Galas and Schmitz^60^ in the same binding buffer as used for EMSA and with Maxam–Gilbert treated samples as sequencing ladders^61^. “In gel” Cu–phenantroline (OP) chemical footprinting experiments, enabling to analyze distinct populations of nucleoprotein complexes separately, were performed by performing EMSA as described above and immersing an entire EMSA acrylamide gel in 200 ml of 10 mM Tris (pH 8.0)^59^. To initiate chemical cleavage reactions, 20 ml of solution A (2 mM OP, 0.45 mM CuSO_4_) was added followed by 20 ml of solution B (58 mM mercaptopropionic acid). After 15 min, reactions were quenched by the addition of 20 ml 30 mM neocuprine hydrate. This mixture was allowed to equilibrate during 5 min, after which the gel was thoroughly rinsed with distilled H_2_O and exposed to an autoradiograph film. Different DNA populations were excised from the gel, recovered by precipitation and analyzed by denaturing acrylamide gel electrophoresis with Maxam–Gilbert treated samples as sequencing ladders^61^.

### Size-exclusion chromatography

For stoichiometry experiments of FadR_Sa_–DNA complexes, SEC was performed on a Superdex 200 Increase10/30 GL column with an ÄKTA FPLC system (GE Healthcare Life Sciences). A total of 4–40 nM FadR_Sa_ protein was mixed with 0.2–1 nM 45-bp DNA fragments encompassing the *fadR*_*Sa*_ operator or *Saci_1123* operator, respectively, which were prepared before by hybridization. After an incubation of the reaction mixtures in 20 mM Na_2_HPO_4_ (pH 7.4), 150 mM NaCl during 25 min at 37 °C, they were loaded onto the column with the same buffer as mobile phase buffer. Calibration for MW calculation was performed with ribonuclease A (13.7 kDa), carbonic anhydrase (29 kDa), conalbumin (75 kDa), and ferritin (440 kDa), all from a Gel Filtration Calibration Kit (GE Healthcare Life Sciences).

### RNA-sequencing analysis

Total RNA was prepared from duplicate MW001 and MW001Δ*fadR*_*Sa*_ cultures in early exponential growth phase at an OD_600_ between 0.2 and 0.3 using a miRNeasy Mini Kit (Qiagen). Libraries were prepared with a TruSeq Stranded mRNA Library Prep Kit (Illumina). Paired-end (2 × 125 bp) RNA sequencing was performed using a Hiseq2500 system (Illumina) at SciLifeLab, Stockholm, Sweden. Sequence reads were first trimmed to remove sequencing adapters by cutadapt 1.9.1^62^ and reads shorter than 20 nt were discarded. Processed reads were then mapped to the *S. acidocaldarius* DSM639 genome (NC_007181.1)^63^ with Tophat 2.0.12^64^. For each gene, the FPKM was calculated with Cufflinks 2.2.1^65^. 

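Of the 2330 genes in the count table, 2307 had at least 1 count in every library and 23 did not, the deleted fadR_Sa among them. The authors' deposited table of DESeq2 results lists the same number of genes, 2307.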

Finally, read counts were obtained by the featureCounts function in the Subread package 1.5.0^66^ and only genes having at least one count in all samples were used for differential gene expression analysis with DESeq2^67^.

### Quantitative RT-PCR

RNA was extracted at an OD_600_ between 0.2 and 0.3 by stabilization with RNA Protect Reagens (Qiagen) and by using an SV Total RNA Isolation System (Promega). Residual gDNA was removed by treatment with TURBO DNase (Ambion Life Technologies). cDNA was prepared from 1 μg RNA with an iScript_™_ Select cDNA Synthesis Kit (Bio-Rad). All qRT-PCR oligonucleotides (Supplementary Data 4) were designed with Primer3 Plus software^57^. qRT-PCR analysis was performed in a Bio-Rad iCycler using SYBR Green Master Mix (Bio-Rad) for amplification and detection. Each reaction mixture contained approximately 10 ng of template and 200 nM of each primer in a total volume of 25 µl. The temperature program was as follow: 10 min at 94 °C and 40 cycles of 30 s at 94 °C, 30 s at 60 °C^50^. Relative expression ratios were calculated using the delta–delta C_t_ method^58^ for biological triplicates and by normalizing with respect to the *tbp* reference gene. Data were statistically analyzed by performing a *t* test with the software package Prism 6.0 (GraphPad).

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All crystal structures presented in this work have been deposited in the Protein Data Bank (PDB) and are available with accession codes 5MWR, [has been superseded with 6EL2] (native FadR_Sa_ structure), 6EL2 (lauroyl–CoA-bound FadR_Sa_ structure) and 6EN8 (DNA-bound FadR_Sa_ structure). All raw data for the ChIP-seq and RNA-seq studies presented in this work have been deposited in the Gene Expression Omnibus (GEO) databank with accession codes GSE108039 and GSE108018, respectively.

# Supplementary material for: A TetR-family transcription factor regulates fatty acid metabolism in the archaeal model organism Sulfolobus acidocaldarius
**Source:** Nat Commun. 2019 Apr 4;10:1542. doi: 10.1038/s41467-019-09479-1
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### A TetR-family transcription factor regulates fatty acid metabolism in the archaeal model organism *Sulfolobus acidocaldarius*

Wang et al

#### Supplementary Note 1. Detailed description of FadR<sub>sa</sub>-DNA contacts in the cocrystal structure.

A map of the observed protein-DNA interactions illustrates the extensive number of contacts that are established between each of the two DNA duplexes and the three interacting FadR<sub>sa</sub> monomers (Figure 4a; Supplementary Data 1). These contacts take place in the major groove of the DNA and involve mainly FadR<sub>sa</sub> residues from the  $\alpha$ 3 recognition helix (Tyr51, Phe52 and Tyr53) and from the loop between  $\alpha$ 2 and  $\alpha$ 3 (Ala46, Tyr47, Gly48 and Leu49). They consist of backbone contacts with the sugar or phosphate moiety in addition to base-specific contacts with 13 of the 21 bps of each DNA duplex. Tyr53 and Lys57, highly conserved in FadR-like or TetR-like proteins, respectively (Supplementary Figure 5a), form hydrogen bonds with the phosphate backbone thereby anchoring FadR<sub>sa</sub> to the DNA so that the recognition helices are appropriately oriented for interactions. The base-specific contacts made by each of the FadR<sub>sa</sub> monomers are essentially established by identical amino acid residues although the local nucleic acid environment encountered by each of the monomers is diverse (Figure 4b; Supplementary Data 1). The majority of the base-specific contacts are hydrophobic with involvement of Tyr47, Leu49, Tyr51 and Phe52: they form a hydrophobic plane docking into the major groove (Figure 4c). It can be postulated that the contacts established between Leu49, Tyr51 and Phe52 on one hand and methyl groups of thymines on the other hand (T5, T6, T11, T12, T13 and T17 of DNA chain X; T2, T7 and T14 of DNA chain Y; Figure 4b) endow a certain degree of sequence specificity to the interaction. Besides the hydrophobically interacting residues, Gly48 of subunit B forms a hydrogen bond between its amide nitrogen and the N7 of a guanine (Figure 4b; Supplementary Data 1). Although not categorized as hydrogen bonds, weak electrostatic interactions also exist between the N7 atom of G7 of the X chain and Gly48 of subunit A thereby categorizing it as a sequence-specific contact for all subunits. Besides protein-DNA contacts, a protein-protein interaction was also observed in the cocrystal structure between FadR<sub>sa</sub> dimers bound on different sides of the DNA helix involving Asn37. The orientation of this residue in opposing monomers (e.g. subunits E and B) enables the formation of weak electrostatic interactions that could further stabilize the protein-DNA complex. The establishment of this protein-protein interaction might be possible because of the relative orientation of the two DNA-bound dimers to each other. This relative orientation is characterized by an angle of 122°, which is smaller than other TetR proteins that bind as a pair of dimers (Supplementary Figure 5b).

**Supplementary Note 2. Detailed description of the interpretation of RNA-seq and qRT-PCR analyses.**

Quantitative reverse transcriptase PCR (qRT-PCR) confirmed higher expression levels in the  $\Delta fadR_{sa}$  strain for a subset of the *Saci\_1103-Saci\_1126* genes, including the *Saci\_1105*, *Saci\_1123* and *Saci\_1124* genes, that were not reaching the significance threshold in the RNA-seq analysis (Figure 6b). 

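Saci_1124 (928605 to 928964, plus strand) had 5 and 9 counts in the wild type replicates 1 and 2 and 6 and 7 counts in the mutant replicates 1 and 2. This corresponds to 0.74 ± 0.14 CPM (SD, n = 2) in the wild type and 0.71 ± 0.26 CPM (SD, n = 2) in the mutant. The log2 fold change of -0.12 had a standard error of 0.53, and it lay between -0.50 and 0.25 when each library was left out in turn, positive without wild type replicate 2 or mutant replicate 1. No difference was detected, and the size of difference that these counts could show was not tested.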

The lack of detecting regulation of the CopG regulator-encoding *Saci\_1124* with RNA-seq is explained by the gene being expressed at very low, almost undetectable levels. Nevertheless, qRT-PCR analysis demonstrated that the expression of this gene is 2.74 fold higher in the *fadR<sub>sa</sub>* mutant strain (with a *P*-value of 0.0013) (Figure 6b). We can therefore conclude that FadR<sub>sa</sub> is a local regulator of the entire *Saci\_1103-Saci\_1126* gene cluster (Figure 6a). RNA-seq analysis did not reveal differential expression for any of the genes adjacent to the other ChIP-seq identified genomic binding regions. However, several other genes were found to have a slightly lower expression in the  $\Delta fadR_{sa}$  strain, pointing to an indirect regulatory effect (Supplementary Data 2). These genes include an operon encoding a putative sulfate reduction pathway (*Saci\_2198-Saci\_2203*) and cytochromes (*Saci\_1858*, *Saci\_1859* and *Saci\_1861*). 

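Supplementary Table 2 names 9 nearest open reading frames for the binding regions outside the cluster. With edgeR's quasi-likelihood test, 0 of these 9 genes passed an adjusted p of 0.05 and 0 had an unadjusted p under 0.05. DESeq2 and limma-voom also called 0 of them. As edgeR and limma-voom called 0 of all 2307 genes, their counts at an adjusted p could not come out otherwise. With a replicate term edgeR's test called 20 genes, and the adjusted p of each of the 9 was 0.998. Among them Saci_1359 then had an unadjusted p of 0.0357. Their log2 fold changes lay between -0.05 for Saci_2130 and 0.66 for Saci_2107, with a median of 0.07. Saci_2107 (1928913 to 1929455, plus strand) had only 4 and 12 counts in the wild type libraries and 10 and 15 counts in the mutant libraries, and its standard error was 0.61. Its log2 fold change became 0.052 without mutant replicate 2 and 1.37 without wild type replicate 2. Saci_0568 differed between replicates of one strain, with 55.3 ± 25.9 CPM (SD, n = 2) in the wild type and 58.5 ± 28.8 CPM (SD, n = 2) in the mutant.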

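All 25 genes that Supplementary Data 2 lists as the most downregulated had a negative log2 fold change with edgeR, as their selection on these libraries requires. Their values lay between -1.17 and -0.20 with a median of -0.32, and 0 of the 25 passed an adjusted p of 0.05, although 4 passed without wild type replicate 1 and 1 without wild type replicate 2. Adjusted over the list alone, 0 passed as well, and this count is not independent evidence because the study chose the list on these samples. The smallest unadjusted p was 0.0750. As edgeR's test without a replicate term called 0 of all 2307 genes, the count of 0 over all genes could not come out otherwise. In 4 of the 25 genes both mutant libraries lay below both wild type libraries.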

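The sulfite reductase gene Saci_2201 (2038462 to 2040240, minus strand) had 67 and 370 counts in the wild type replicates 1 and 2 and 50 and 135 counts in the mutant replicates 1 and 2. Its level was 21.5 ± 18.2 CPM (SD, n = 2) in the wild type and 10.9 ± 9.16 CPM (SD, n = 2) in the mutant, and the difference between the means was smaller than the SD of the wild type but not than that of the mutant. The log2 fold change was -1.02 with a standard error of 0.85, and it became 0.32 without wild type replicate 2. That fit leaves mutant replicate 2 without a wild type library of the same number. Between same-numbered libraries the log2 difference, mutant over wild type, was -0.89 for replicate 1 and -0.96 for replicate 2, on log2(CPM + 0.5). The phosphoadenosine phosphosulfate reductase gene Saci_2202 had a log2 fold change of -1.17 with a standard error of 0.68, and the sulfate adenylyltransferase gene Saci_2203 one of -1.16 with a standard error of 0.65. Without wild type replicate 2 these became -0.013 and 0.13. Saci_1858 (1633061 to 1634449, plus strand), which encodes a cytochrome subunit, had 430 and 181 counts in the wild type libraries and 391 and 105 counts in the mutant libraries, and its log2 fold change of -0.57 had a standard error of 0.67. It became 0.52 without wild type replicate 1. With a replicate term in edgeR's test, the adjusted p was 0.0168 for Saci_2201, 0.0618 for Saci_2202, 0.400 for Saci_2203 and 0.288 for Saci_1858. The study chose these genes on these libraries, so these values are not independent evidence.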

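Within the operon, the level of Saci_2200 was 5.92 ± 5.28 CPM (SD, n = 2) in the wild type and 3.01 ± 2.65 CPM (SD, n = 2) in the mutant, and that of Saci_2198 was 178.4 ± 45.6 CPM (SD, n = 2) and 146.0 ± 25.9 CPM (SD, n = 2). The log2 fold change of Saci_2198, -0.29, became -0.0018 without wild type replicate 2. Saci_2199 had a log2 fold change of -0.09 with a standard error of 0.28, and it became 0.17 without mutant replicate 2. The log2 fold change of Saci_2200 was -1.07 with a standard error of 0.89 and became 0.40 without wild type replicate 2. Saci_2200 and Saci_2201 overlap in the count table, from 2038462 to 2038472, so that reads of one could be counted on the other.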

The observation that several of these genes are transcribed in operons strengthens the assumption that the observed small expression changes are relevant despite the determined fold-changes being unreliable (as confirmed by qRT-PCR (Figure 6b)).

**Supplementary Note 3. Description of conformational differences in FadR<sub>sa</sub> dimers in the FadR<sub>sa</sub>-DNA cocrystal structure.**

Intriguingly, the central (subunits E and F) but not the two flanking dimers (subunits A, B, C and D) in the asymmetric unit of the FadR<sub>sa</sub>-DNA structure harbored additional electron density in the ligand-binding pockets (Figure 3a). The exact nature of these ligands is unknown, although they are modeled to contain a CoA moiety. This can be explained by conformational differences in the central *versus* flanking dimers, which is also reflected in the distance between the two  $\alpha 3$  recognition helices, which is 36.8 Å and 37.1 Å for the flanking dimers AB and CD, respectively, and much larger, 45.3 Å, for the central dimer (EF). The latter resembles the conformation of lauroyl-CoA-bound FadR<sub>sa</sub>, in which recognition helices are separated by 43.2 Å. This indicates that the ligand-bound E and F subunits of the central dimer are not well-positioned for simultaneous interaction with major groove segments of a single DNA molecule but that DNA binding can be accommodated for the two  $\alpha 3$  helices by two distinct DNA duplexes. This creates an artificial situation with FadR<sub>sa</sub> in a single complex both having ligand molecules bound and being bound to DNA at the same time.

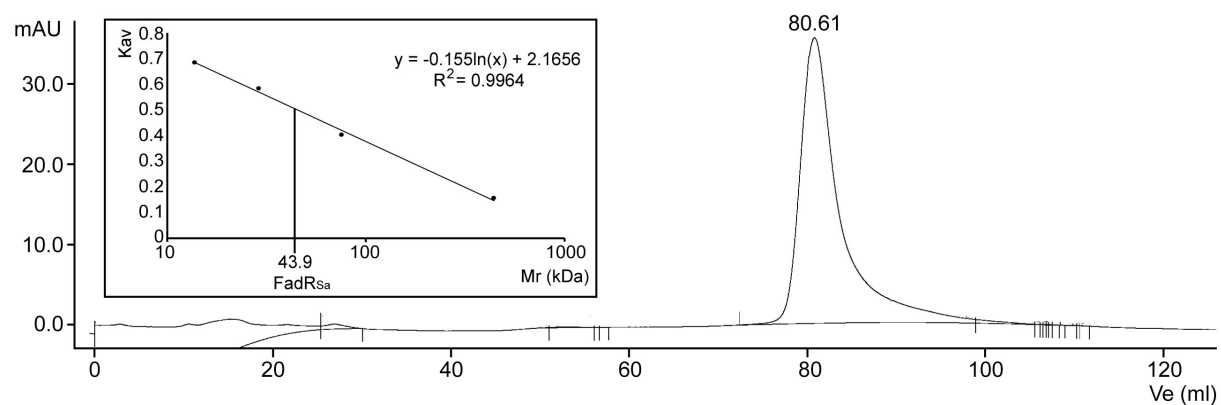

**Supplementary Figure 1. Oligomeric state of FadR<sub>Sa</sub> in solution.** The oligomeric state of native FadR<sub>Sa</sub> was analyzed by size exclusion chromatography using a Hiload 16/600 Superdex 200 pg column (GE Healthcare) equilibrated with 0.05 M sodium phosphate buffer (pH 7.4) containing 0.15 M NaCl. The calibration curve shown in the inset was prepared with ribonuclease A (13.7 kDa), carbonic anhydrase (29 kDa), conalbumin (75 kDa) and ferritin (440 kDa). After injecting 0.5 ml of purified recombinant FadR<sub>Sa</sub> at a concentration of 2.5  $\mu\text{g ml}^{-1}$ , a single peak was observed with an elution volume (Ve) of 80.61 ml, corresponding to a molecular weight of 43.9 kDa as indicated on the calibration curve. Considering a molecular weight of 24 kDa for a His-tagged FadR<sub>Sa</sub> subunit, this observation supports a homogenous population of FadR<sub>Sa</sub> homodimers.

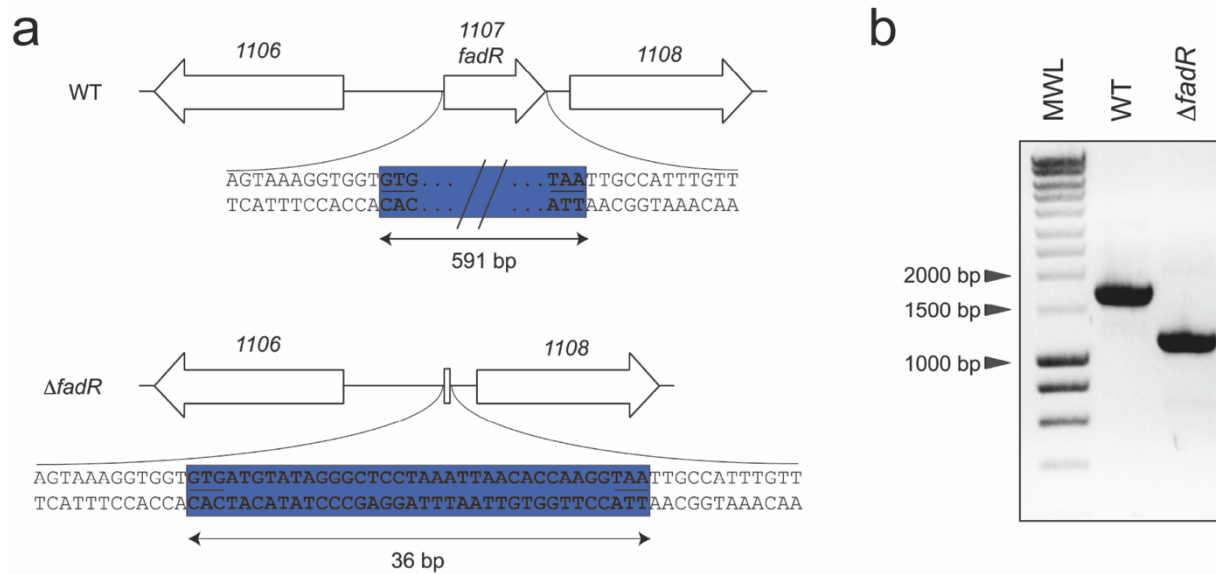

**Supplementary Figure 2. Construction of an in-frame markerless *FadR<sub>sa</sub>* deletion mutant.** (a) Schematic representation of the genomic environment of the *fadR<sub>sa</sub>* gene in a *S. acidocaldarius* wild-type (MW001) and *S. acidocaldarius* MW001  $\Delta fadR_{sa}$  strain, respectively. The length of the intact or remainder of the disrupted gene is mentioned, the latter resulting in a nonfunctional protein product of 12 amino acids. (b) PCR analysis of genomic DNA of the wild-type and  $\Delta fadR_{sa}$  strain with primers ep397 and ep398 (Supplementary Data 4) demonstrating a successful deletion. Product sizes are 1716 bp (WT) and 1161 bp ( $\Delta fadR_{sa}$ ). MWL = molecular weight ladder.

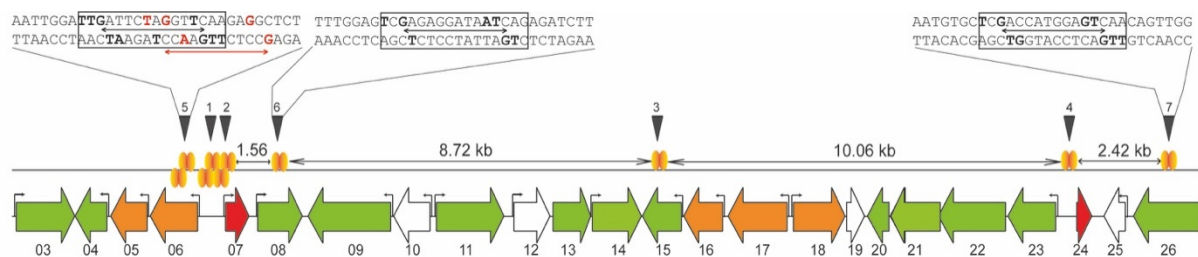

**Supplementary Figure 3. Schematic overview of all (putative) FadR<sub>sa</sub> binding sites in the *Saci\_1103-Saci\_1126* gene cluster.** This scheme is depicted with indication of distances between them (in kb) and of whether the site is bound in a dimer or dimer-of-dimer mode (based on observations described in the section “DNA-binding stoichiometry of FadR<sub>sa</sub>”). Sequences of the newly predicted binding sites 5, 6 and 7 are shown, with indication of nucleotides that are assumed to be important for the interaction in bold (black = central operator; red = left or right operator for binding of second dimer).

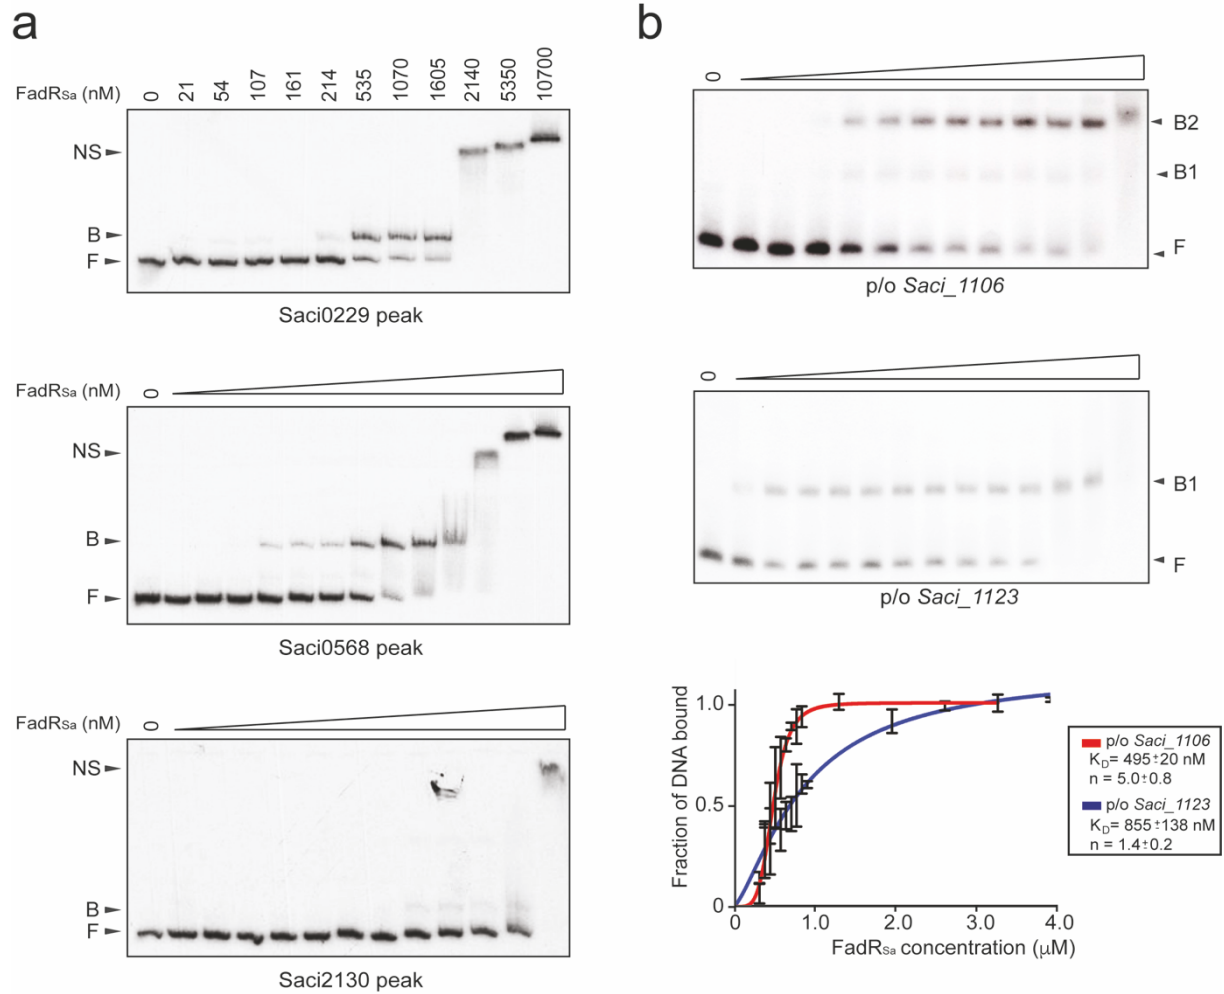

**Supplementary Figure 4. *In vitro* DNA-binding analysis of FadR<sub>Sa</sub> to fragments representing ChIP-seq peaks. (a)** Electrophoretic mobility shift assays (EMSAs) were performed with radiolabeled DNA probes representing high-enrichment binding regions identified in the ChIP-seq experiment located outside the lipid/fatty acid metabolism gene cluster (Supplementary Table 2). Experimental procedures are described in the Methods section. The same protein concentrations were used in the three experiments. Nucleic acid populations are indicated as follows: F = free DNA, B = specifically bound DNA, NS = non-specifically bound DNA. Note that for the Saci2130 peak fragment only a minor fraction of specific FadR<sub>Sa</sub>-DNA complex was detected, which is hardly visible. **(b)** Binding parameter analysis of the interaction between FadR<sub>Sa</sub> and the promoter/operator (p/o) regions of *Saci\_1106* and *Saci\_1123*. Representative concentration-gradient EMSAs are shown that were used for the densitometric analysis and construction of binding curves. Below autoradiographs, binding curves are displayed that were fitted with a Hill equation on densitometric data with indication of the equilibrium dissociation constant  $K_D$  and Hill coefficient  $n$  as a measure for cooperativity. Averages are made for technical triplicates; error bars represent standard deviations.

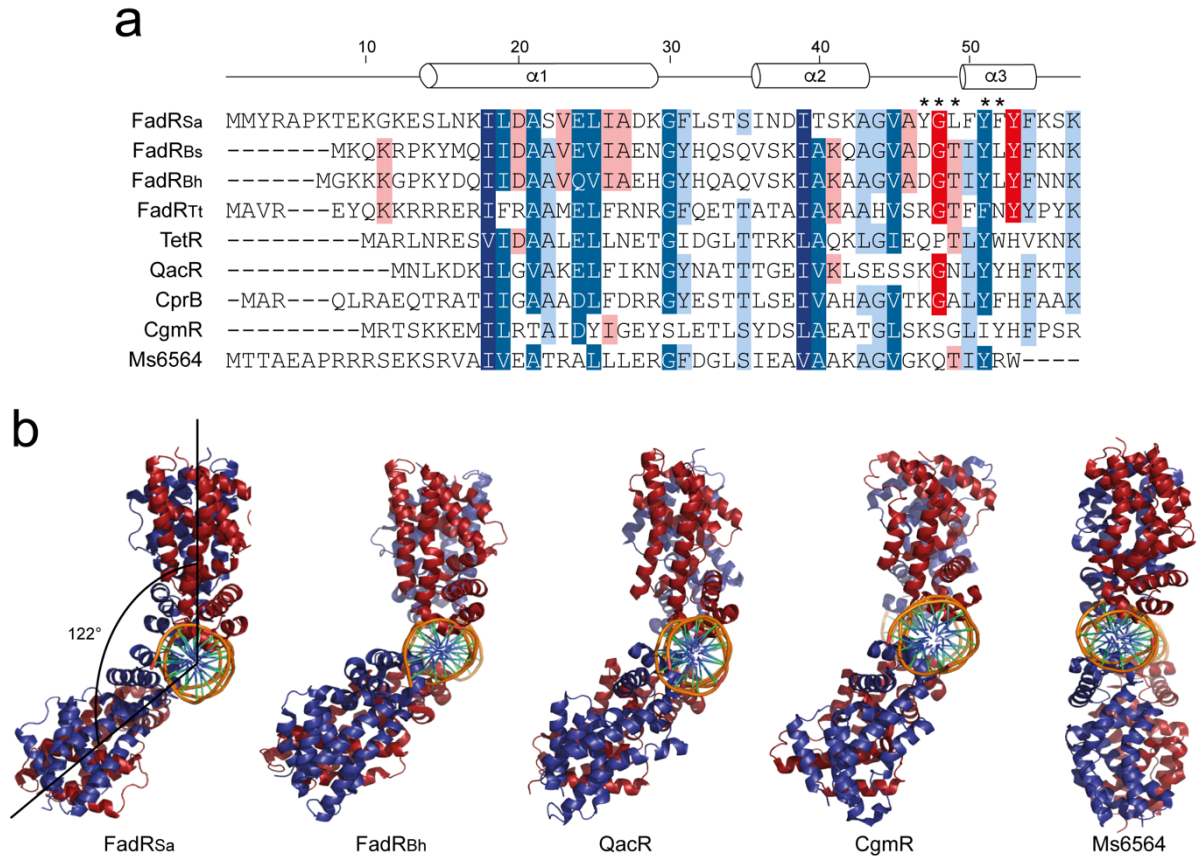

**Supplementary Figure 5. Comparison of the DNA-binding mode of TetR family proteins.** (a) Sequence alignment of the DNA-binding domains of the following TetR-like proteins: FadRSa of *Sulfolobus acidocaldarius*, FadRBh of *Bacillus halodurans*, FadRt of *Thermus thermophilus*, TetR of *Escherichia coli*, QacR of *Staphylococcus aureus*, CprB of *Streptomyces coelicolor*, CgmR of *Corynebacterium glutamicum* and Ms6564 of *Mycobacterium smegmatis*. Residues are indicated in blue when they are conserved in all (darkest blue), all but one (dark blue) or all but two (light blue) proteins (identical or similar residues). Residues are indicated in dark and light red when they are conserved in all or all but one FadR proteins, respectively (identical residues). Residue position numbers and secondary structure elements are indicated for FadRSa. Asterisk symbols denote FadRSa residues in the DNA-binding domain that establish base-specific interactions. (b) Structural comparison of DNA-bound complexes of TetR-like proteins that bind in a dimer-of-dimer interaction mode (PDB codes: 6EN8 (FadRSa); 5GPC (FadRBh)<sup>1</sup>; 1JT0 (QacR)<sup>2</sup>; 2YVH (CgmR)<sup>3</sup>; 4JL3 (Ms6564)<sup>4</sup>). Each monomeric subunit of a dimer is colored differently (red or blue). In the case of FadRSa, only a single DNA molecule (XY) is shown with its two interacting dimers AB and EF.

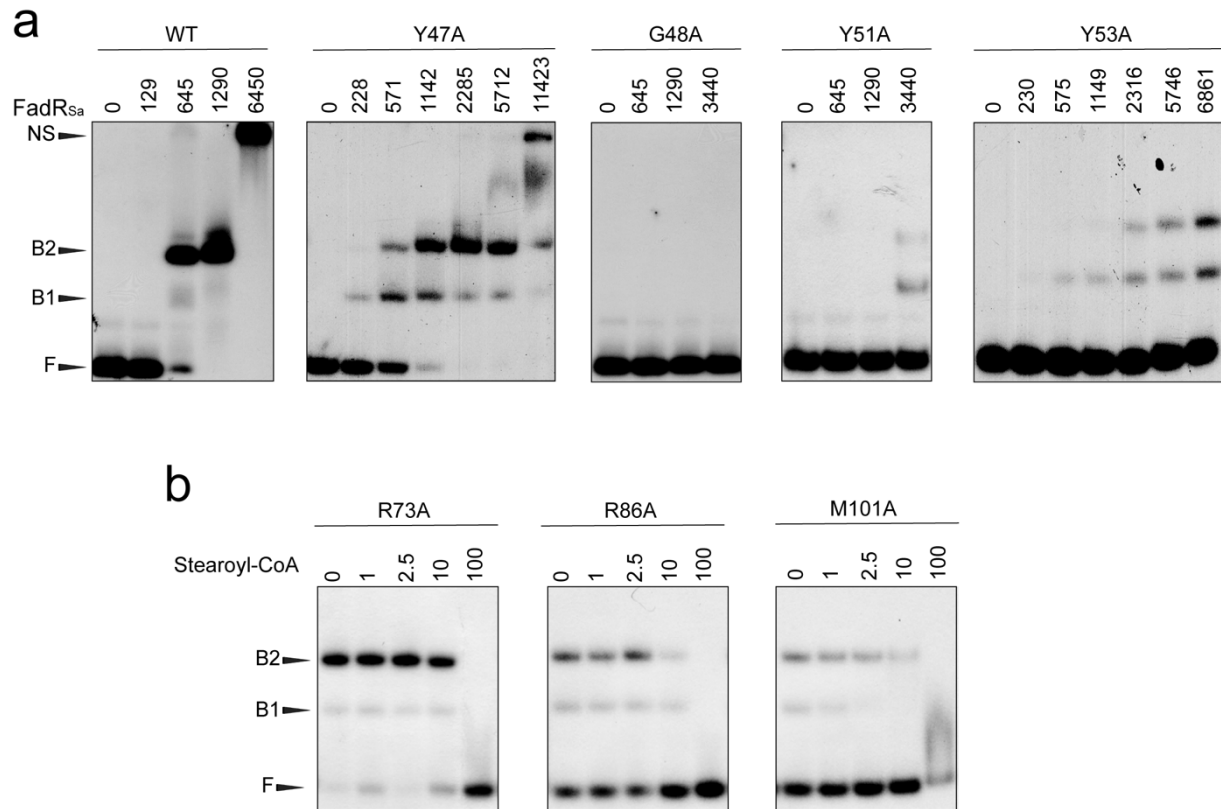

**Supplementary Figure 6. *In vitro* DNA-binding and ligand-response analysis of FadR<sub>Sa</sub> mutants.** (a) Electrophoretic mobility shift assays (EMSAs) with DNA-binding mutants of FadR<sub>Sa</sub>. Mutant proteins were prepared by site-directed mutagenesis using an overlap PCR approach followed by heterologous expression and purification with the same procedure as used for the WT protein. EMSAs were performed with radiolabeled DNA probes representing the high-affinity binding region in the promoter region of *Saci\_1106*. Experimental procedures are described in the Methods section. Protein concentrations are expressed in nM units. Nucleic acid populations are indicated as follows: F = free DNA, B1 and B2 = specifically bound DNA, NS = non-specifically bound DNA. (b) EMSAs with ligand-binding mutants. In each of the lanes, an identical protein concentration was used. Stearoyl-CoA concentrations are mentioned in  $\mu$ M.

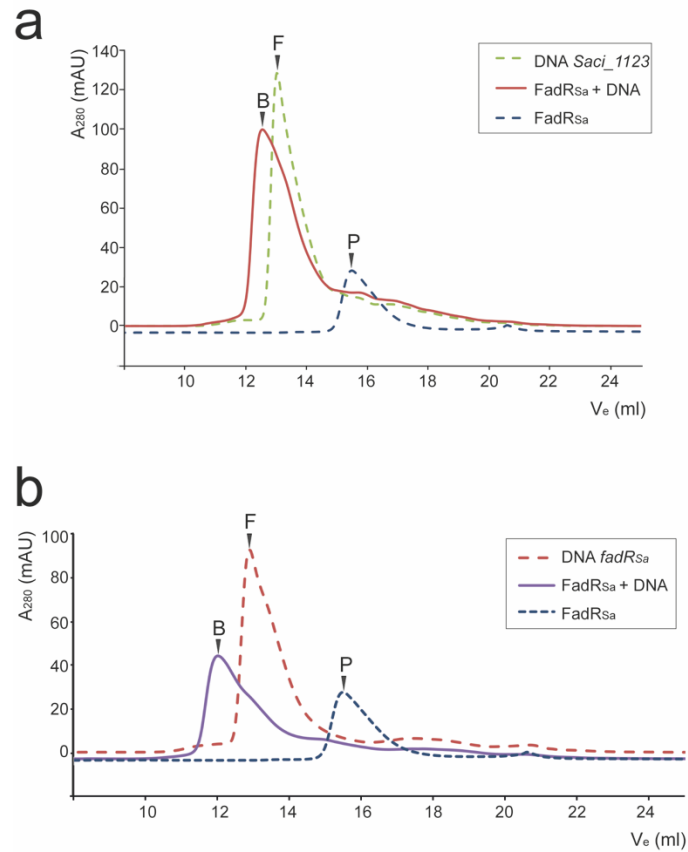

**Supplementary Figure 7. Additional SEC analyses of FadR<sub>Sa</sub>-DNA complexes.** Size exclusion chromatography (SEC) was performed with 45-bp duplex oligonucleotides harboring the *Saci\_1123* (**a**) or *fadR<sub>Sa</sub>* (**b**) operator sequence. Following molar amounts were used: 1 nmol DNA, 8 nmol FadR<sub>Sa</sub> and 4 nmol FadR<sub>Sa</sub> mixed with 1 nmol DNA in the case of the *Saci\_1123* operator (4:1 molar ratio) or 4 nmol FadR<sub>Sa</sub> mixed with 0.5 nmol DNA in the case of the *fadR<sub>Sa</sub>* operator (8:1 molar ratio). Peaks are indicated as follows: P = unbound protein, F = unbound DNA and B = protein-DNA complex. Determination of molecular weights of these molecular species is presented in Figure 4a.

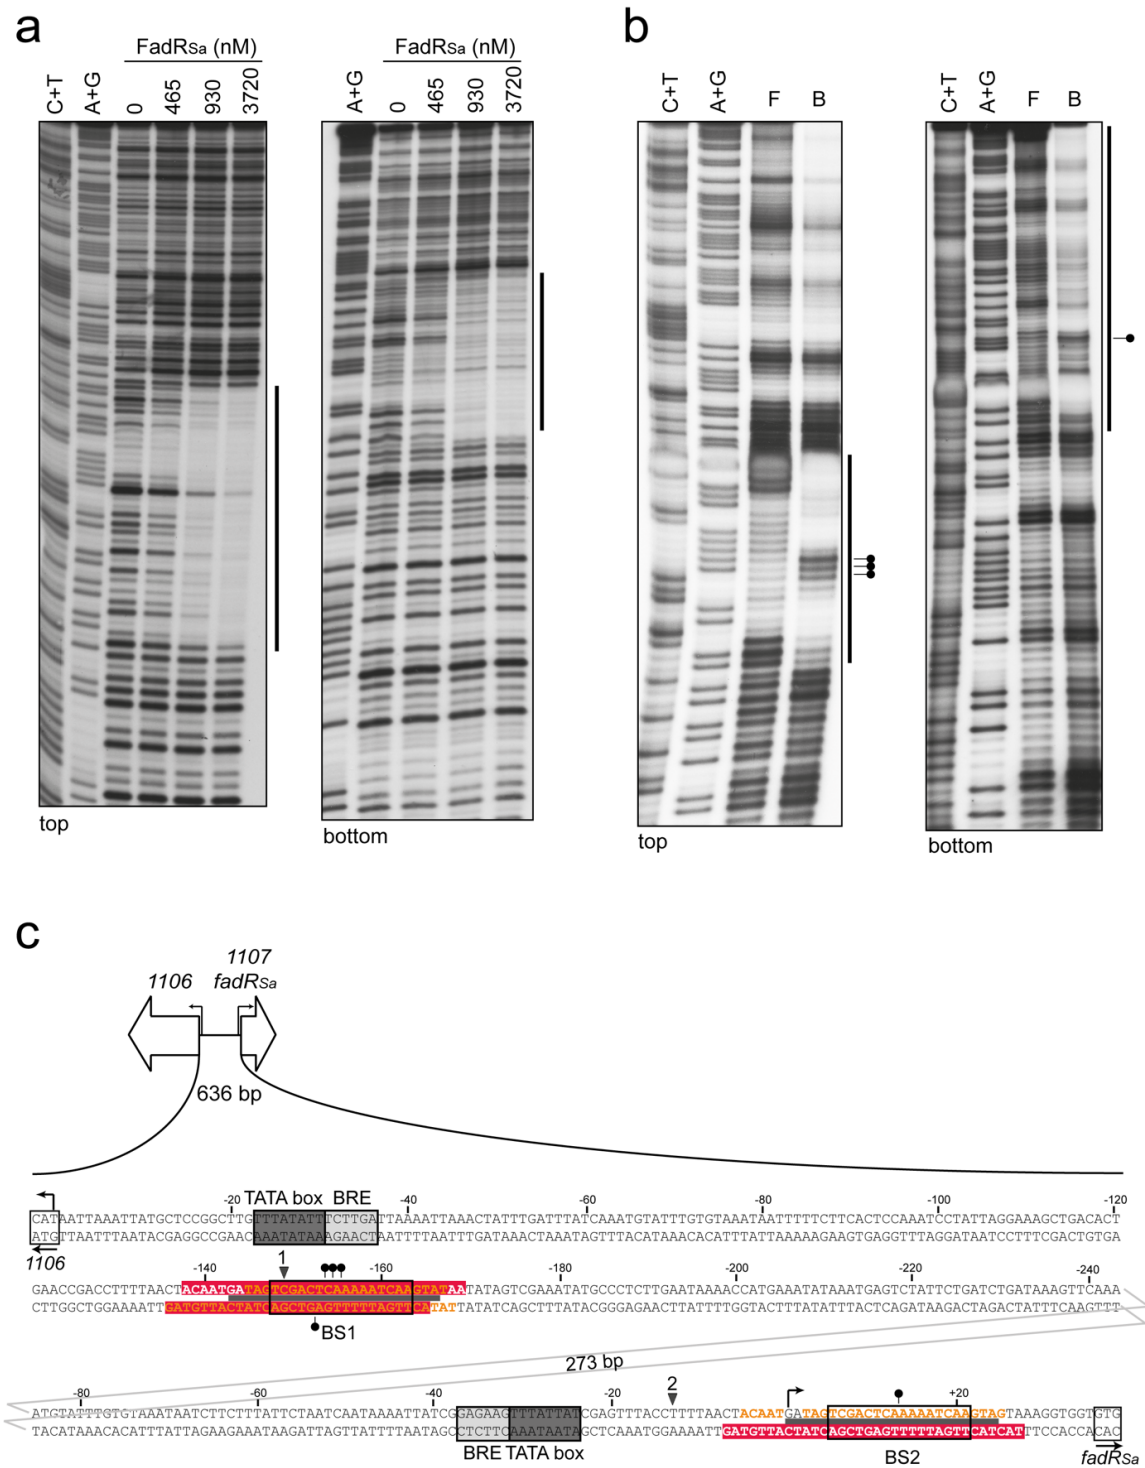

**Supplementary Figure 8. *In vitro* contact probing of the interaction between FadR<sub>Sa</sub> and binding sites in the *Saci\_1106-Saci\_1107* intergenic region.** (a) Autoradiographs of DNase I footprinting experiments analyzing FadR<sub>Sa</sub> binding to a probe representing peak 1 in the *Saci\_1106-Saci\_1107* intergenic region. This was performed for a top-strand and bottom-strand labeled fragment (defined with respect to the orientation of *fadR<sub>Sa</sub>* transcription), as indicated. A+G and C+T denote purine- and pyrimidine-specific Maxam-Gilbert sequencing ladders, respectively. Protected zones are indicated with a vertical line next to the autoradiographs. (b) Autoradiographs of chemical 'in-gel' Cu-phenantroline (Cu-OP) footprinting experiments analyzing FadR<sub>Sa</sub> binding to a probe representing peak 1. F and B indicate free and bound DNA populations, with the bound population corresponding to the slowest migrating complex in EMSA (B2) (Figure 4b and Supplementary Figure 4b). We do not consider the upper part of the footprint autoradiograph of the experiment with the top strand

labeled as a region protected by protein for two reasons: i) this protection is not observed in the corresponding region when performing the experiment with the bottom strand labelled (see right-hand panel of the figure), while all other footprinting protection zones are confirmed by protection observed for both DNA strands; ii) a nonspecific decrease in band intensity for the larger fragments can be explained by the chemical footprinting reaction conditions leading to excessive DNA cleavage in this specific experiment. Additionally, for the bottom-strand labeled fragment delineation of the protection zone is only accurate for the 5' end. (c) Nucleotide sequence of the *Saci\_1106-Saci\_1107* intergenic region with indication of the protection zones and hyperreactivity sites identified in the footprinting experiments presented in panels (a) and (b) (peak 1), and in Figure 3e (peak 2). Transcription start sites are indicated with an arrow and based on the observations in <sup>5</sup>. Translational start codons, putative TATA box and factor B recognition element (BRE) promoter elements are boxed, as well as the predicted pseudopalindromic binding sites (BSs). Residues corresponding to the ChIP-seq peak summits are indicated with triangle symbols. White letters in a red background represent protection zones observed in DNase I footprinting experiments, whereas orange letters represent protection zones observed in Cu-OP footprinting experiments. Ball-and-stick symbols represent hyperreactivity effects. A 24-bp repeat that harbors each of the binding sites is indicated with a grey line in between the top and bottom strand.

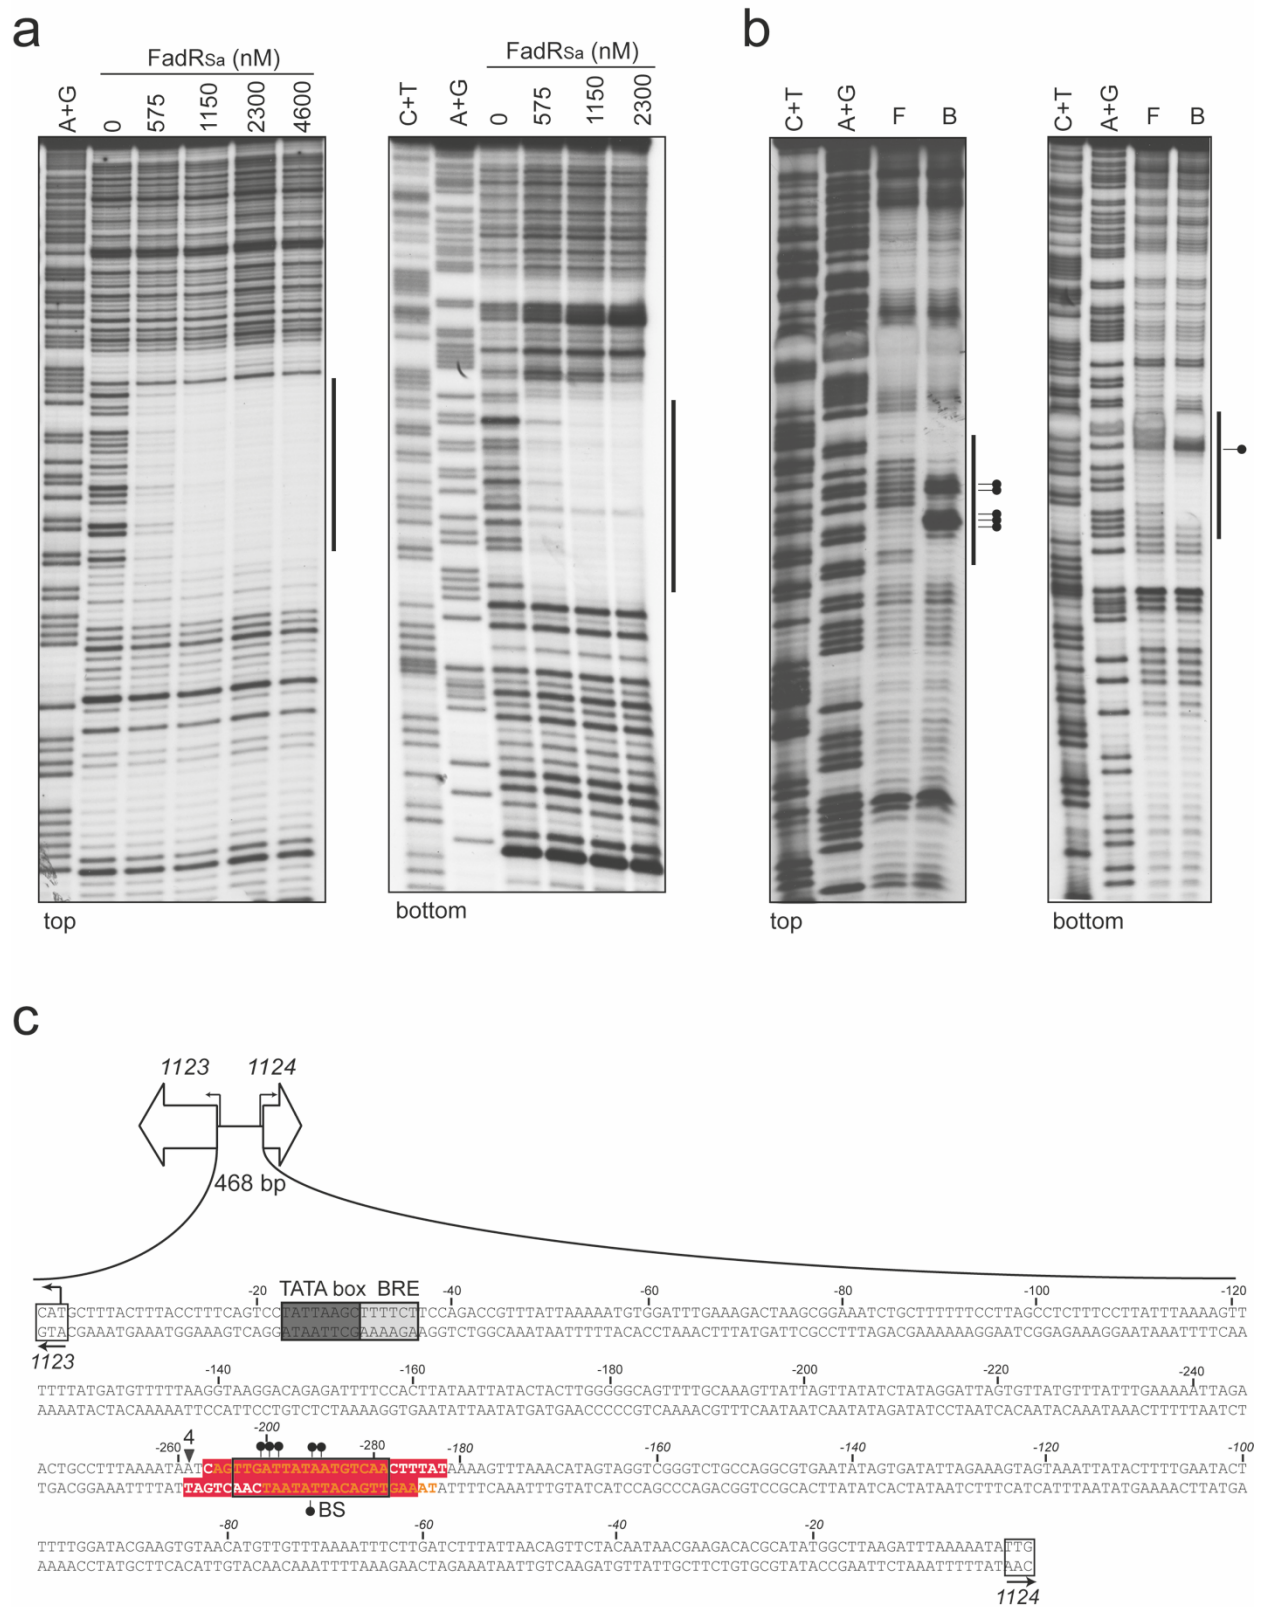

**Supplementary Figure 9. *In vitro* contact probing of the interaction between FadR<sub>sa</sub> and its binding site in the *Saci*<sub>1123</sub>-*Saci*<sub>1124</sub> intergenic region. (a) Autoradiographs of DNase I footprinting experiments analyzing FadR<sub>sa</sub> binding to a probe representing peak 4 in the *Saci*<sub>1123</sub>-*Saci*<sub>1124</sub> intergenic region. This was performed for a top-strand and bottom-strand labeled fragment (defined with respect to the orientation of *Saci*<sub>1124</sub> transcription), as indicated. A+G and C+T denote purine- and pyrimidine-specific Maxam-Gilbert sequencing ladders, respectively. Protected zones are indicated with a vertical line next to the autoradiographs. (b)**

Autoradiographs of chemical 'in-gel' Cu-phenantroline (Cu-OP) footprinting experiments analyzing FadR<sub>5a</sub> binding to a probe representing peak 1. F and B indicate free and bound DNA populations. (c) Nucleotide sequence of the *Saci\_1123-Saci\_1124* intergenic region with indication of the protection zones and hyperreactivity sites as identified in the footprinting experiments presented in panels (a) and (b). The *Saci\_1123* transcription start site is indicated with an arrow and based on the observations in<sup>5</sup>. Translational start codons, putative TATA box and factor B recognition element (BRE) promoter elements are boxed, as well as the predicted pseudopalindromic binding site (BS). Numbering with respect to the *Saci\_1123* transcription start site is in regular font while that with respect to the *Saci\_1124* start codon is in italic font. The residue corresponding to the ChIP-seq peak summit is indicated with a triangle symbol. White letters in a red background represent protection zones observed in DNase I footprinting experiments, whereas orange letters represent protection zones observed in Cu-OP footprinting experiments. Ball-and-stick symbols represent hyperreactivity effects.

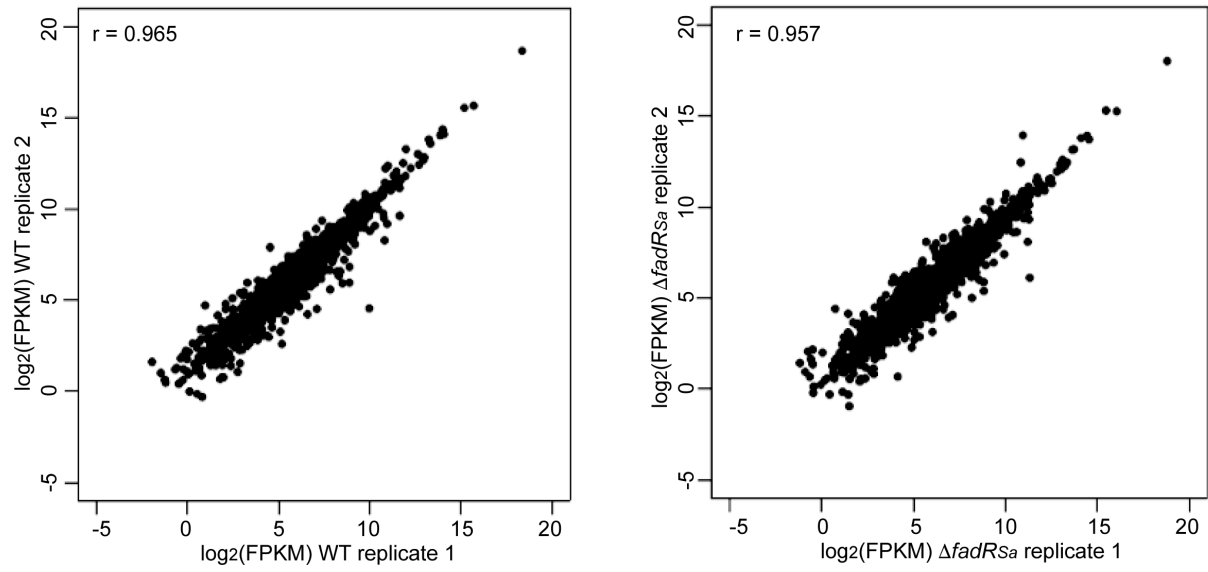

**Supplementary Figure 10. Reproducibility of the RNA-seq data.** Comparison of the  $\log_2(\text{FPKM})$  values of the data points between each of the replicates, both for the wild-type samples as for the  $\Delta fadRSa$  samples.

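Across the 2307 genes tested, Pearson's r of log2(CPM + 1) between the 2 replicates was 0.9755 in the wild type and 0.9702 in the mutant. On log2(RPKM), computed from the counts and the coding lengths, r was 0.969 in the wild type and 0.963 in the mutant. These correlations are across genes, which are not independent replicates.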

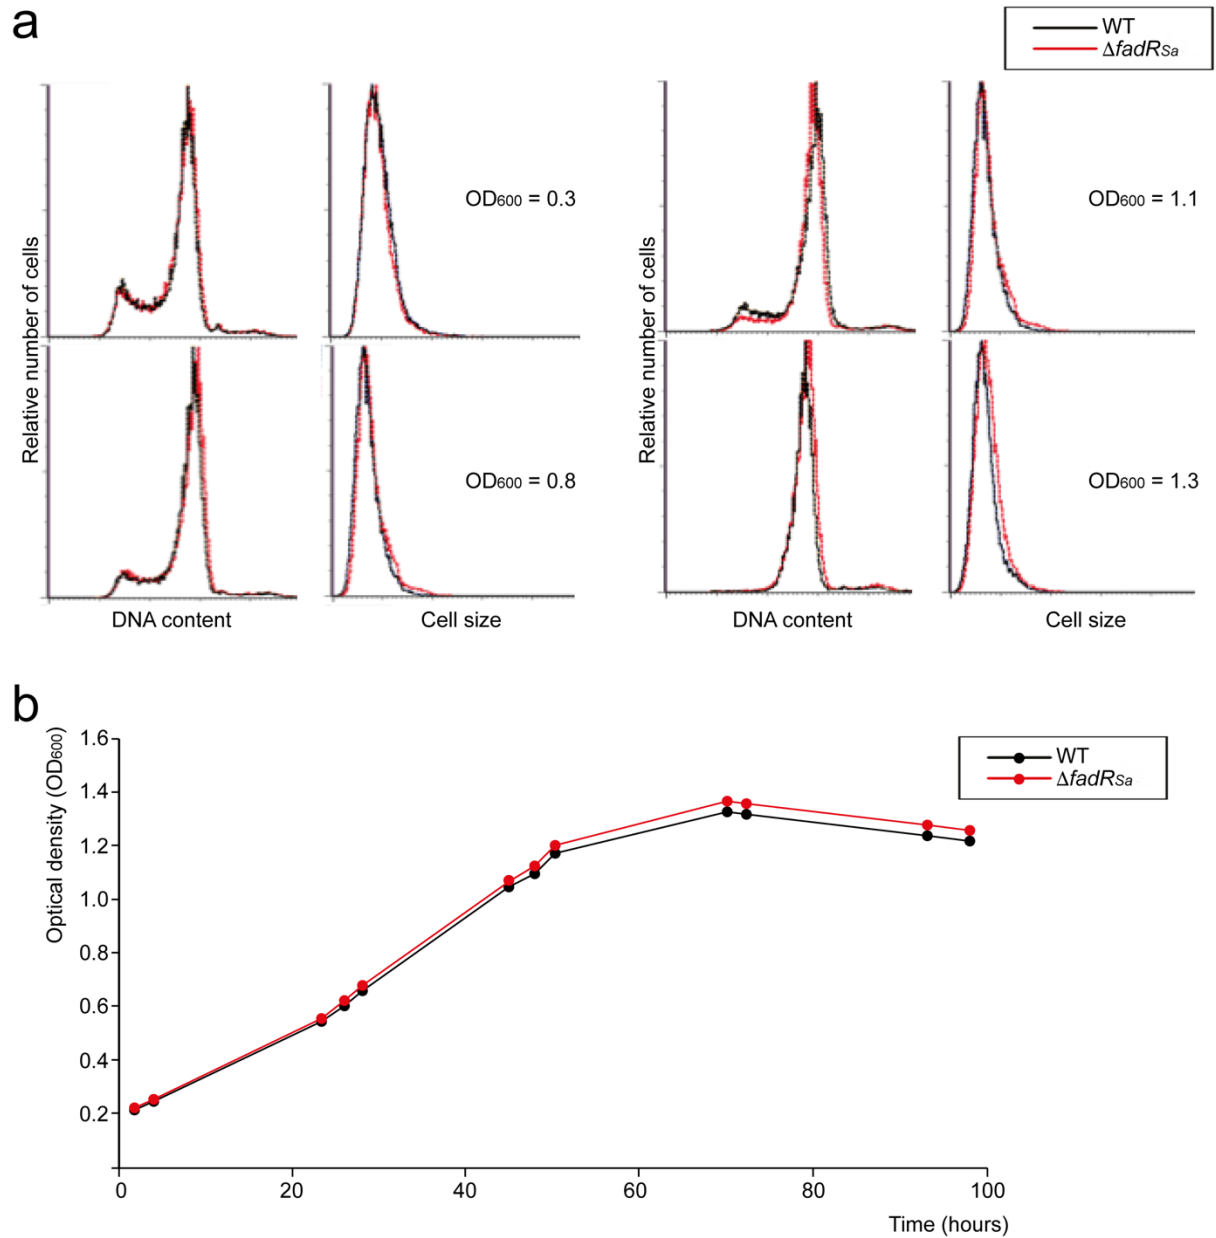

**Supplementary Figure 11. Cell morphology and growth behaviour of the *FadR<sub>sa</sub>* deletion mutant.** (a) Flow cytometry histograms of DNA content and cell size for MW001 and MW001  $\Delta fadR_{sa}$  strains in different growth phases. Cell samples were collected at four time points during cell culturing representing early (OD<sub>600</sub> = 0.3), middle (OD<sub>600</sub> = 0.8) and late (OD<sub>600</sub> = 1.1) exponential phase and stationary phase (OD<sub>600</sub> = 1.3). (b) Growth curves of MW001 and MW001  $\Delta fadR_{sa}$  strains in Brock medium containing NZamine and sucrose. Cultures were grown in 50-ml volumes. This experiment was replicated multiple times; a representative curve is shown.

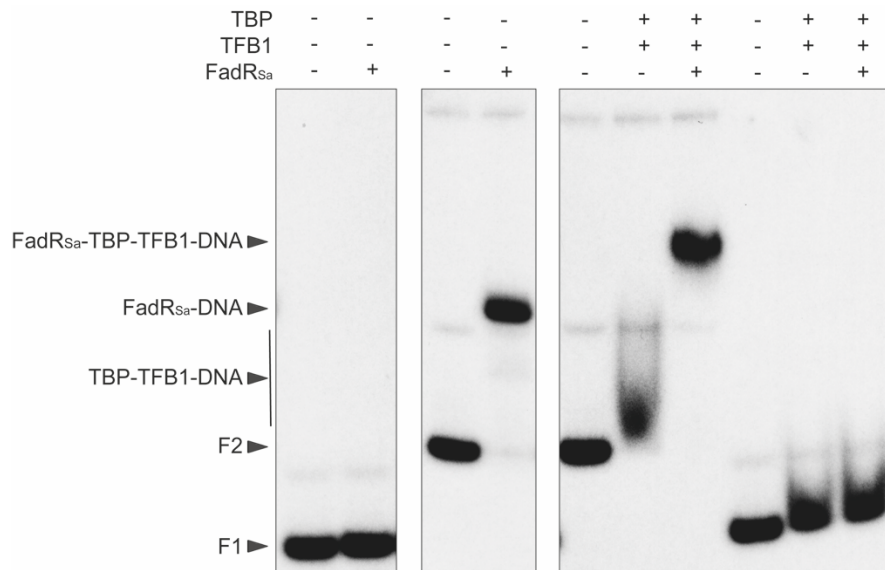

**Supplementary Figure 12. *In vitro* DNA-binding analysis of TBP, TFB1 and FadR<sub>sa</sub> to the *fadR<sub>sa</sub>* operator.** Electrophoretic mobility shift assay (EMSA) analysis was performed for a radiolabelled negative control probe (F1) encompassing part of an ORF and for a radiolabelled probe containing the *fadR<sub>sa</sub>* control region (F2). The experimental procedure is described in the Methods section, with supplementation of a 5-fold higher concentration of non-specific competitor DNA (125 ng/ $\mu$ l) to minimize nonspecific interactions between TBP and TFB1 proteins on one hand and DNA on the other hand. Following protein concentrations were used: 974 nM FadR<sub>sa</sub>, 1.79  $\mu$ M TBP and 864 nM TFB1. The supplementation of TBP and TFB1 causes the formation of an unstable nucleoprotein complex, while simultaneous addition of TBP, TFB1 and FadR<sub>sa</sub> enables the formation of a stable FadR<sub>sa</sub>-TBP-TFB1-DNA complex with lower migration velocity than that of a FadR<sub>sa</sub>-DNA complex. This observation points to FadR<sub>sa</sub> stimulating TBP and TFB1 binding. As such, the regulator does not employ a repression mechanism in which TBP and TFB1 binding is sterically inhibited, but transcriptional repression can be assumed to occur in later stages of transcription initiation (RNA polymerase binding or open complex formation).

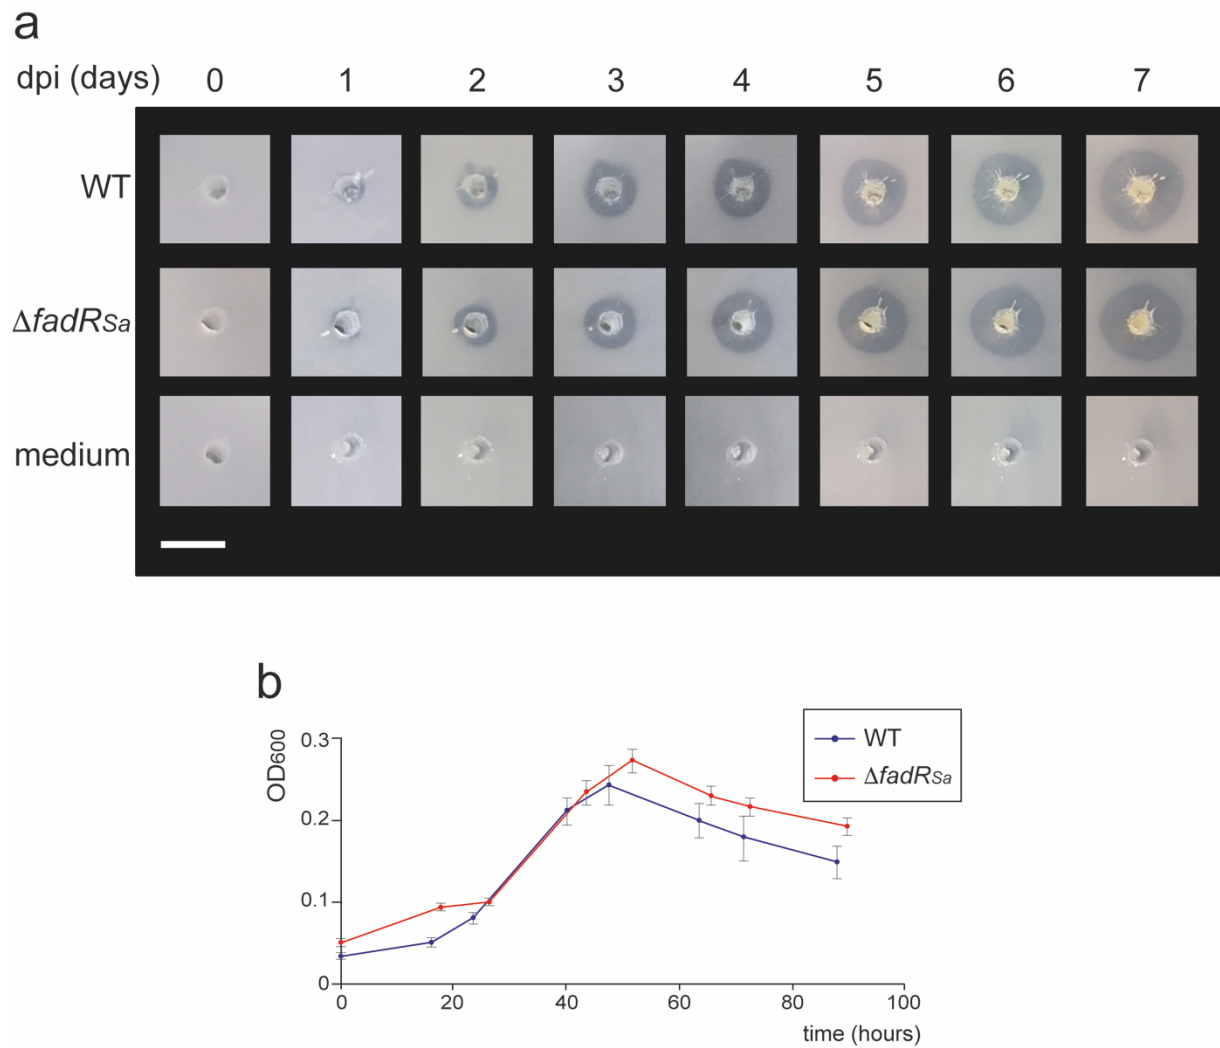

**Supplementary Figure 13. Growth behavior of the FadR<sub>Sa</sub> deletion mutant in the presence of fatty acids and lipids. (a)** *In vivo* esterase activity assays in which 20  $\mu$ l of cultures with an OD<sub>600</sub> around 0.7 were spotted on plates containing 1% (v/v) tributyrin, which were incubated at 78 °C for 7 days. After incubation esterase activity is visible by the appearance of a halo surrounding the original inoculation site indicating the hydrolysis of tributyrin. The esterase plate assay with the *S. acidocaldarius* MW001 (parent strain) and single knockout mutant  $\Delta fadR_{Sa}$  strain both show esterase activity. dpi: days post inoculation. The white bar corresponds to 1 cm. **(b)** Growth curves of MW001 and MW001  $\Delta fadR_{Sa}$  strains in Brock medium containing 2 mM butyrate as sole carbon source. Values are averages of four biological replicates with error bars representing standard deviations. Representative curves are shown for multiple independently performed experiments.

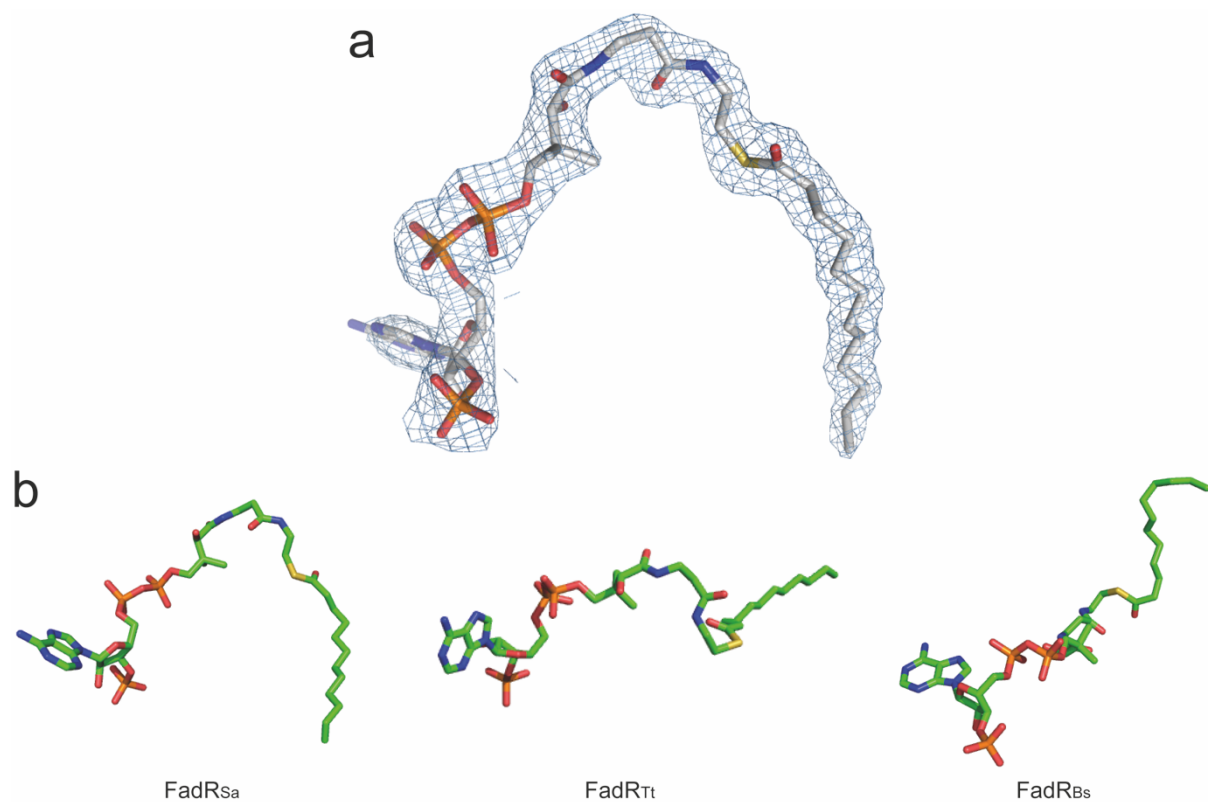

**Supplementary Figure 14. Comparison of the ligand conformation in FadR proteins.** (a) Electron density map of the bound lauroyl-CoA in the FadR<sub>Sa</sub>-lauroyl-CoA cocrystal structure. (b) Conformations of lauroyl-CoA in different cocrystal structures of FadR<sub>Sa</sub> (PDB: 6EL2), FadR<sub>Tt</sub> (PDB: 3ANG)<sup>6</sup> and FadR<sub>Bs</sub> (PDB: 3WHB)<sup>7</sup>.

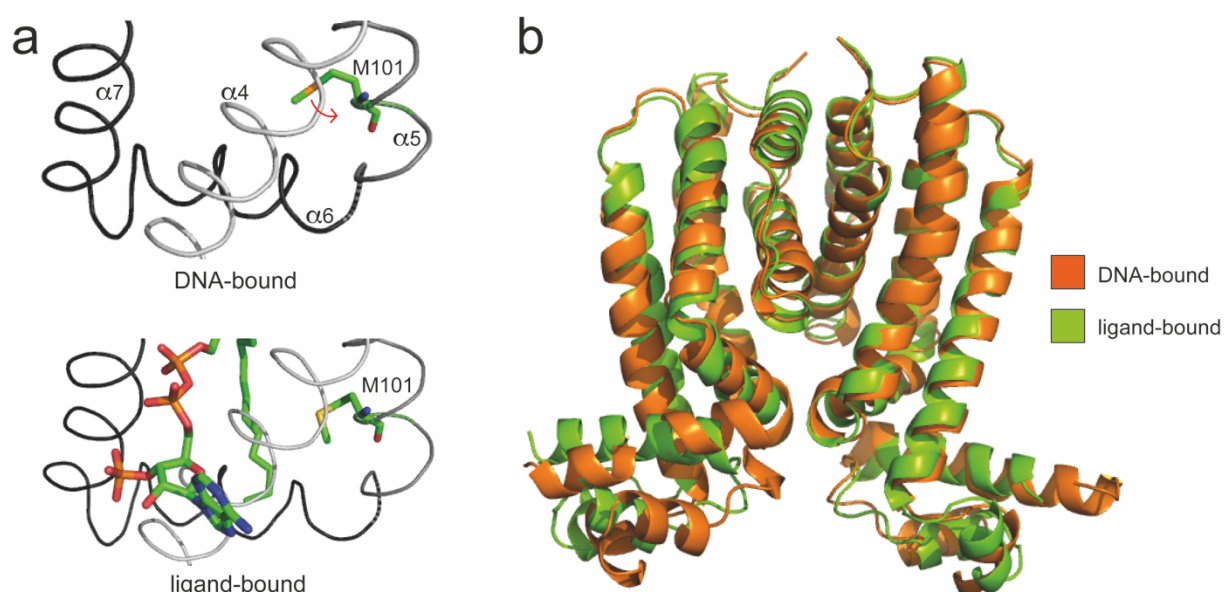

**Supplementary Figure 15. Conformational differences between DNA-bound and ligand-bound FadR<sub>Sa</sub>.** (a) Close-up view of the ligand-binding pocket in DNA-bound and lauroyl-CoA bound FadR<sub>Sa</sub>, with indication of the conformationally altered Met101 residue. (b) Superposition of the lauroyl-CoA-bound FadR<sub>Sa</sub> dimer (green) and subunits A and B of DNA-bound FadR<sub>Sa</sub> (orange), yielding an RMSD of 1.01 Å considering both subunits in each dimer.

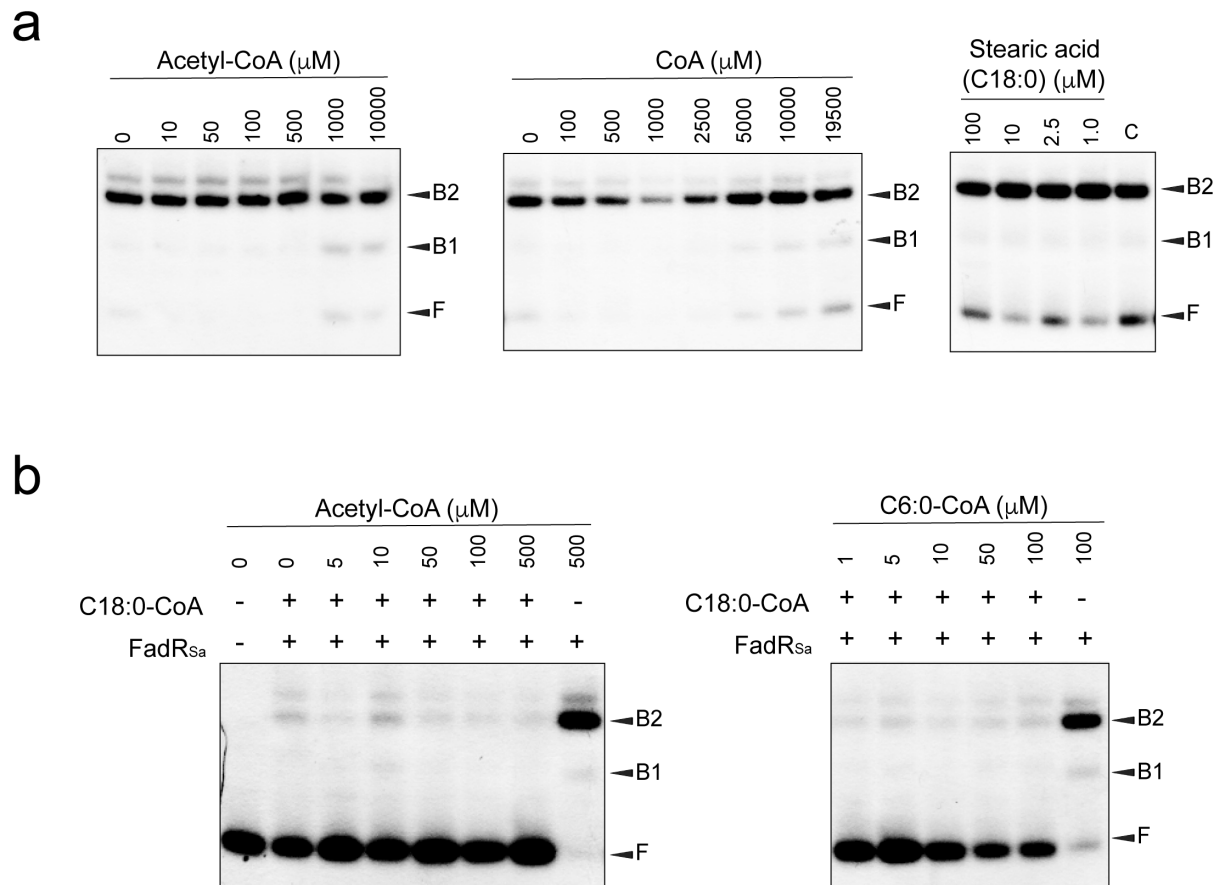

**Supplementary Figure 16. Effect of putative ligands on the FadR<sub>Sa</sub>-DNA interaction.** Electrophoretic mobility shift assays demonstrating the effect of putative ligands and combinations thereof on the interaction between FadR<sub>Sa</sub> and a 154-bp radiolabeled DNA probe representing the *Saci\_1106* control region. Experimental procedures are described in the Methods section. **(a)** Analysis of the effect of acetyl-CoA, CoA and free fatty acids on the FadR<sub>Sa</sub>-DNA interaction. In all binding reactions, a FadR<sub>Sa</sub> concentration of 645 nM was applied. Populations of free DNA (F) and of FadR<sub>Sa</sub>-DNA complexes (B1 and B2) are indicated with arrowheads. In some assays, a minor population was observed of an additional nucleoprotein complex migrating somewhat higher than B2. C indicates a control reaction, in which the effect of 2% dimethylsulfoxide (used to dissolve stearic acid) in the binding buffer was tested. Acetyl-CoA and CoA molecules only displayed small ligand-induced inhibition effects at physiologically irrelevant high concentrations of 1 and 5 mM, respectively, while free fatty acids did not affect the FadR<sub>Sa</sub>-DNA interaction at all. **(b)** Competition assay between long- and short-chain acyl-CoA ligands, which were added simultaneously to the binding reactions. In all binding reactions, + indicates the addition of 645 nM FadR<sub>Sa</sub> or 10  $\mu\text{M}$  stearoyl-CoA, respectively.

**Supplementary Table 1. Pairwise amino acid sequence identities and similarities between FadR<sub>Sa</sub> and bacterial acyl-CoA-dependent TetR members.** Following bacterial proteins are considered: FadR<sub>Bs</sub> of *Bacillus subtilis*, FadR<sub>Bh</sub> of *Bacillus halodurans*, FadR<sub>Tt</sub> of *Thermus thermophilus* and FabR<sub>Ec</sub> of *Escherichia coli*. Alignments were performed with EMBOSS Needle. Values are expressed as %. N-terminal domains are defined as follows: residues 1-55 (FadR<sub>Sa</sub>), 1-48 (FadR<sub>Bs</sub>), 1-49 (FadR<sub>Bh</sub>), 1-52 (FadR<sub>Tt</sub>), 1-72 (FabR<sub>Ec</sub>). C-terminal domains are defined as follows: residues 56-196 (FadR<sub>Sa</sub>), 49-194 (FadR<sub>Bs</sub>), 50-195 (FadR<sub>Bh</sub>), 53-205 (FadR<sub>Tt</sub>), 73-234 (FabR<sub>Ec</sub>).

|                                       | <b>FadR<sub>Bs</sub></b> | <b>FadR<sub>Bh</sub></b> | <b>FadR<sub>Tt</sub></b> | <b>FabR<sub>Ec</sub></b> |
|---------------------------------------|--------------------------|--------------------------|--------------------------|--------------------------|
| Identity between FL sequences         | 26.0                     | 18.8                     | 18.8                     | 17.0                     |
| Similarity between FL sequences       | 41.0                     | 33.2                     | 34.9                     | 33.6                     |
| Identity between N-terminal domains   | 38.2                     | 31.0                     | 27.3                     | 25.7                     |
| Similarity between N-terminal domains | 58.2                     | 50.0                     | 49.1                     | 43.2                     |
| Identity between C-terminal domains   | 9.0                      | 15.1                     | 11.0                     | 6.6                      |
| Similarity between C-terminal domains | 16.1                     | 28.1                     | 17.8                     | 15.5                     |

**Supplementary Table 2. Summary of ChIP-seq data.**

| Peak summit coordinate | Fold enrichment | Nearest open reading frame (ORF) | Annotation                                      | Peak summit location <sup>a</sup> | <i>In vitro</i> binding <sup>b</sup> | Predicted binding motif | Motif P-value        | Distance between motif and summit |
|------------------------|-----------------|----------------------------------|-------------------------------------------------|-----------------------------------|--------------------------------------|-------------------------|----------------------|-----------------------------------|
| 191020                 | 2.51            | <i>Saci_0229</i>                 | Hypothetical protein                            | G                                 | ++                                   | CTGACTGTAGAATCAA        | 6.46E <sup>-07</sup> | -1                                |
| 224943                 | 1.74            | <i>Saci_0266</i>                 | Hypothetical protein                            | G                                 | N.D.                                 | TTGACAAGCTAATCAA        | 8.14E <sup>-06</sup> | -13                               |
| 460981                 | 2.21            | <i>Saci_0568</i>                 | Hypothetical protein                            | G                                 | ++                                   | TTGAGTCAGTAATCAG        | 5.33E <sup>-06</sup> | -5                                |
| 813158                 | 1.74            | <i>Saci_1014</i>                 | Aminotransferase                                | G                                 | N.D.                                 | TTGATACCTGAGTCAA        | 6.46E <sup>-07</sup> | 21                                |
| 907585                 | 4.24            | <i>Saci_1106</i>                 | Acyl-CoA esterase                               | I                                 | +++                                  | TCGACTCAAAAATCAA        | 8.14E <sup>-06</sup> | -7                                |
| 908025                 | 4.24            | <i>Saci_1107</i>                 | TetR family transcriptional regulator           | I                                 | +++                                  | TCGACTCAAAAATCAA        | 8.14E <sup>-06</sup> | -26                               |
| 910364                 | 1.63            | <i>Saci_1109</i>                 | Enoyl-CoA hydratase                             | G                                 | N.D.                                 | N.A.                    | N.A.                 | N.A.                              |
| 918302                 | 2.03            | <i>Saci_1115</i>                 | Acyl-2-enoyl-CoA reductase                      | G                                 | ++                                   | TTGACAGAGGGATCAA        | 1.19E <sup>-05</sup> | -48                               |
| 928397                 | 2.17            | <i>Saci_1124</i>                 | CopG family transcription regulator             | I                                 | ++                                   | TTGACATTATAATCAA        | 2.52E <sup>-06</sup> | -14                               |
| 1161910                | 1.47            | <i>Saci_1359</i>                 | 3-hydroxy-3-methylglutaryl coenzyme A reductase | G                                 | N.D.                                 | CTGATAGTATAGTCAA        | 7.35E <sup>-06</sup> | 39                                |
| 1166706                | 1.76            | <i>Saci_1364</i>                 | Hypothetical protein                            | I                                 | N.D.                                 | TTGACCCTTTAATCAA        | 1.07E <sup>-06</sup> | 9                                 |
| 1611635                | 1.83            | <i>Saci_1843</i>                 | Cyclase                                         | I                                 | N.D.                                 | TTGATGATATAATCAA        | 1.44E <sup>-06</sup> | -20                               |
| 1929449                | 1.85            | <i>Saci_2107</i>                 | Hypothetical protein                            | G                                 | N.D.                                 | CTGAGTCGGATATCAA        | 2.79E <sup>-05</sup> | -16                               |
| 1956504                | 1.83            | <i>Saci_2130</i>                 | Oxidoreductase                                  | G                                 | +                                    | TTGATGCAATGGTCAA        | 6.57E <sup>-06</sup> | 1                                 |

<sup>a</sup> G = genic (inside ORF); I = intergenic; <sup>b</sup> *in vitro* binding results.

+ = specific but low-affinity binding, ++ = intermediate-affinity binding, +++ = high-affinity binding.

N.D. = not determined. N.A. = not applicable.

**Supplementary Table 3. Binding motif predictions in genomic regions not captured by ChIP-seq.**

FIMO predictions of putative FadR<sub>sa</sub> binding sites in genomic regions encompassing genes downregulated in the RNA-seq analysis presented in Supplementary Data 2.

| Predicted motif  | Motif P-value        | Genomic coordinate | Location with respect to ORFs |
|------------------|----------------------|--------------------|-------------------------------|
| CTGACCCTTTGGTCAA | 1.71E <sup>-05</sup> | 2037883            | Inside <i>Saci_2200</i>       |
| TTGAGAGTGTCTCAA  | 3.19E <sup>-05</sup> | 1634798            | Inside <i>Saci_1859</i>       |
| CTGATAGTCAAATCAG | 4.69E <sup>-05</sup> | 2093127            | Inside <i>Saci_2250</i>       |
| TCGACAGGAACGTCAA | 8.62E <sup>-05</sup> | 380550             | Inside <i>Saci_0447</i>       |
| CTGAAGACATAATCAG | 9.20E <sup>-05</sup> | 2094465            | Inside <i>Saci_2252</i>       |
| CTGACTATAGAGTCTA | 9.30E <sup>-05</sup> | 2039429            | Inside <i>Saci_2201</i>       |

FIMO predictions of putative FadR<sub>sa</sub> binding sites in the *Saci\_1103-Saci\_1126* genomic region (genomic coordinates: 902793-932298) not retrieved in previous characterizations and/or predictions presented in Supplementary Table 2.

| Predicted motif  | Motif P-value        | Genomic coordinate | Location with respect to ORFs |
|------------------|----------------------|--------------------|-------------------------------|
| TTGATTCTAGGTTCAA | 3.55E <sup>-06</sup> | 906727             | Inside <i>Saci_1106</i>       |
| TCGACCATGGAGTCAA | 8.89E <sup>-06</sup> | 930823             | Inside <i>Saci_1126</i>       |
| TCGAGAGGATAATCAG | 6.93E <sup>-05</sup> | 909604             | Inside <i>Saci_1108</i>       |

**Supplementary Table 4. Summary statistics and alignment information of the paired-end RNA-seq experiment.**  
 WT = *S. acidocaldarius* MW001; KO = *S. acidocaldarius* MW001  $\Delta fadR_{SD}$ .

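The total counts on genes in the deposited table were between 101.2% and 101.4% of the mapped read pairs that Supplementary Table 4 gives for the same libraries. The median count of a gene outside the ribosomal RNA genes was 148 and 204 in the wild type replicates 1 and 2 and 210.0 and 149 in the mutant replicates 1 and 2.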

| Sample | Raw read length (bp) | Read pairs | Mapped read pairs | Mapping rate (%) |
|--------|----------------------|------------|-------------------|------------------|
| WT1    | 124                  | 8639675    | 8313946           | 96.23            |
| WT2    | 124                  | 10597695   | 10196655          | 96.20            |
| KO1    | 124                  | 11779481   | 11330497          | 96.20            |
| KO2    | 124                  | 7618684    | 7343047           | 96.40            |

**Supplementary Table 5. Overview of strains used in this work.**

| <b>Name</b>                                 | <b>Description/purpose</b>                        | <b>Reference or source</b> |
|---------------------------------------------|---------------------------------------------------|----------------------------|
| <i>Escherichia coli</i> DH5α                | Plasmid propagation strain                        | Gibco                      |
| <i>E. coli</i> Rosetta (DE3)                | Protein overexpression strain                     | Novagen                    |
| <i>E. coli</i> Rosetta 2 (DE3)              | Protein overexpression strain                     | Novagen                    |
| <i>E. coli</i> ER1821                       | Strain used for plasmid methylation               | New England Biolabs        |
| <i>Sulfolobus acidocaldarius</i><br>DSM639  | Wild-type strain                                  | DSMZ                       |
| <i>S. acidocaldarius</i> MW001              | Uracil auxotrophic strain for genetic experiments | <sup>8</sup>               |
| <i>S. acidocaldarius</i> MW001Δ <i>fadR</i> | Markerless <i>fadR</i> gene deletion mutant       | This work                  |

**Supplementary Table 6. Overview of plasmids used in this work.**

| Name of plasmid                                    | Description/purpose                                                                        | Reference    |
|----------------------------------------------------|--------------------------------------------------------------------------------------------|--------------|
| pET45b                                             | Protein overexpression vector                                                              | Novagen      |
| pET24a                                             | Protein overexpression vector                                                              | Novagen      |
| pET30a                                             | Protein overexpression vector                                                              | Novagen      |
| pET45bxfadR <sub>Sa</sub>                          | pET45b containing the <i>fadR<sub>Sa</sub></i> open reading frame                          | This work    |
| pET24axfadR <sub>Sa</sub> Ndenull                  | pET24a containing <i>fadR<sub>Sa</sub>Ndenull</i>                                          | This work    |
| pET24axfadR <sub>Sa</sub> <sup>Y47A</sup> Ndenull  | pET24a containing <i>fadR<sub>Sa</sub>Ndenull</i> with Y47A mutation                       | This work    |
| pET24axfadR <sub>Sa</sub> <sup>G48A</sup> Ndenull  | pET24a containing <i>fadR<sub>Sa</sub>Ndenull</i> with G48A mutation                       | This work    |
| pET24axfadR <sub>Sa</sub> <sup>Y51A</sup> Ndenull  | pET24a containing <i>fadR<sub>Sa</sub>Ndenull</i> with Y51A mutation                       | This work    |
| pET24axfadR <sub>Sa</sub> <sup>Y53A</sup> Ndenull  | pET24a containing <i>fadR<sub>Sa</sub>Ndenull</i> with Y53A mutation                       | This work    |
| pET24axfadR <sub>Sa</sub> <sup>R73A</sup> Ndenull  | pET24a containing <i>fadR<sub>Sa</sub>Ndenull</i> with R73A mutation                       | This work    |
| pET24axfadR <sub>Sa</sub> <sup>R86A</sup> Ndenull  | pET24a containing <i>fadR<sub>Sa</sub>Ndenull</i> with R86A mutation                       | This work    |
| pET24axfadR <sub>Sa</sub> <sup>M101A</sup> Ndenull | pET24a containing <i>fadR<sub>Sa</sub>Ndenull</i> with M101A mutation                      | This work    |
| pET30axtbp                                         | pET30a containing the <i>tbp</i> open reading frame                                        | This work    |
| pET30axtfb1                                        | pET30a containing the <i>tfb1</i> open reading frame                                       | This work    |
| pSVA431                                            | Backbone plasmid for gene disruption construct, harbouring a <i>pyrEF</i> selection marker | <sup>8</sup> |
| pSVA431xΔ <i>fadR<sub>Sa</sub></i>                 | Suicide <i>fadR<sub>Sa</sub></i> gene disruption construct                                 | This work    |

## SUPPLEMENTARY REFERENCES

1. Yeo, H. K., Park, Y. W. & Lee, J. Y. Structural basis of operator sites recognition and effector binding in the TetR family transcription regulator FadR. *Nucleic Acids Res.* **45**, 4244-4254 (2017).
2. Schumacher M. A. *et al.* Structural basis for cooperative DNA binding by two dimers of the multidrug-binding protein QacR. *EMBO J.* **21**, 1210-1218 (2002).
3. Itou H., Watanabe, N., Yao, M., Sirakihara, Y. & Tanaka, I. Crystal structures of the multidrug binding repressor *Corynebacterium glutamicum* CgmR in complex with inducers and with an operator. *Journal of Molecular Biology* **403**, 174-184 (2010).
4. Yang S. *et al.* Structural basis for interaction between *Mycobacterium smegmatis* Ms6564, a TetR family master regulator, and its target DNA. *J. Biol. Chem.* **288**, 23687-23695 (2013).
5. Cohen, O. *et al.* Comparative transcriptomics across the prokaryotic tree of life. *Nucleic Acids Res.* **44**, W46–53 (2016).
6. Agari, Y., Agari, K., Sakamoto, K., Kuramitsu, S. & Shinkai, A. TetR-family transcriptional repressor *Thermus thermophilus* FadR controls fatty acid degradation. *Microbiology* **157**, 1589–1601 (2011).
7. Fujihashi, M. *et al.* Structural characterization of a ligand-bound form of *Bacillus subtilis* FadR involved in the regulation of fatty acid degradation. *Proteins* **82**, 1301–1310 (2014).
8. Wagner, M. *et al.* Versatile genetic tool box for the crenarchaeote *Sulfolobus acidocaldarius*. *Front Microbiol* **3**, 214 (2012).

# Supplementary material for: A TetR-family transcription factor regulates fatty acid metabolism in the archaeal model organism Sulfolobus acidocaldarius
**Source:** Nat Commun. 2019 Apr 4;10:1542. doi: 10.1038/s41467-019-09479-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Overview of FadRSa-DNA interactions identified in the cocrystal structure for one of the DNA duplexes (XY)

File Name: Supplementary Data 2

Description: Summary of RNA-seq data

File Name: Supplementary Data 3

Description: Overview of the FadRSa-lauroyl-CoA interactions identified in the ligandbound cocrystal structure of the subunits (subunit B)

File Name: Supplementary Data 4

Description: Overview of oligonucleotides used in this work

# Supplementary material for: A TetR-family transcription factor regulates fatty acid metabolism in the archaeal model organism Sulfolobus acidocaldarius
**Source:** Nat Commun. 2019 Apr 4;10:1542. doi: 10.1038/s41467-019-09479-1
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used.

Data analysis

The following software was used for data analysis (either commercial or open-source): for structure determination and refinement: XDS program package, PHENIX, O, Phaser, PDBsum and PyMOL; for ChIP-seq analysis: Burrows-Wheeler Aligner BWA 0.7.10, MACS2 (2.1.0), IGV version 2.3.59, BEDTools and MEMEsuite; for RNA-seq analysis: cutadapt 1.9.1, Tophat 2.0.12, Cufflinks 2.2.1, Subread package 1.5.0 and DESeq2; for qRT-PCR analysis: Prism 6.0 (Graphpad).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All crystal structures presented in this work have been deposited in the Protein Data Bank (PDB) and are available with accession codes 5MWR [<http://dx.doi.org/10.2210/pdb5MWR/pdb>], has been superseded with 6EL2 (native FadRsa structure), 6EL2 [<http://dx.doi.org/10.2210/pdb6EL2/pdb>] (lauroyl-CoA-bound FadRsa structure) and 6EN8 [<http://dx.doi.org/10.2210/pdb6EN8/pdb>] (DNA-bound FadRsa structure). All raw data for the ChIP-seq and RNA-seq studies presented in this work have been deposited in the Gene Expression Omnibus (GEO) databank with accession codes GSE108039 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=GSE108039>] and GSE108018 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=GSE108018>], respectively.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed, sample sizes were chosen based on similar molecular microbiology studies previously published.                                                                                                                                                                           |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                           |
| Replication     | Experimental designs included biological and/or technical replicates as described in the Methods section: the ChIP-seq and ChIP-qPCR experiments were performed for biological duplicates, EMSAs were performed in technical replicates, qRT-PCR was performed in biological triplicates and technical duplicates. |
| Randomization   | This is not relevant to our study, since it involves a single microbial strain.                                                                                                                                                                                                                                    |
| Blinding        | This is not relevant to our study, since it involves a single microbial strain.                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                      |
|-------------------------------------|------------------------------------------------------|
| n/a                                 | Involved in the study                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Customized antibodies were used: FadRSa-specific antibodies (produced by immunizing a rabbit with purified recombinant FadRSa (Innovagen)). |
| Validation      | Validation of the antibodies was performed by ChIP-qPCR (presented in Figure 2b in the main manuscript).                                    |

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](https://www.ncbi.nlm.nih.gov/bioproject/).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                               |                                                                                                                               |
|-------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i>            | <a href="https://www.ncbi.nlm.nih.gov/bioproject/?term=GSE108039">https://www.ncbi.nlm.nih.gov/bioproject/?term=GSE108039</a> |
| Files in database submission                                                  | Saci_1107_ChIPSeq_rep1, Saci_1107_ChIPSeq_rep2, input DNA_rep1, input DNA_rep2, Mock_IP_rep1, Mock_IP_rep2                    |
| Genome browser session<br>(e.g. <a href="https://genome.ucsc.edu/">UCSC</a> ) | no longer applicable                                                                                                          |

Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | ChIP-seq experiments were performed in biological duplicates with input and mock controls.                                                                                                                                                                                                                                                                                                                                                               |
| Sequencing depth        | Sequencing was performed in single-end with read length of 51bp. Duplicate IP samples have 1580665 reads (1304493 uniquely mapped) and 3606763 reads (3376176 uniquely mapped), respectively. Duplicate Input samples have 1155563 reads (1136744 uniquely mapped) and 1826999 reads (1602096 uniquely mapped), respectively. Duplicate Mock samples have 712496 reads (654952 uniquely mapped) and 121700 reads (106319 uniquely mapped), respectively. |
| Antibodies              | Customized antibodies were used: FadRSa-specific antibodies (produced by immunizing a rabbit with purified recombinant FadRSa (Innovagen)). Rabbit serum that used for mock experiments was collected before immunization (Innovagen).                                                                                                                                                                                                                   |
| Peak calling parameters | Command line: macs2 callpeak -t ChIP.bam -c control.bam -f BAM -B -g 2300000 --nomodel --extsize 200                                                                                                                                                                                                                                                                                                                                                     |
| Data quality            | Peaks are called with with 0.05 qvalue cut-off(FDR), and no peaks have a fold-enrichment higher than 5.                                                                                                                                                                                                                                                                                                                                                  |
| Software                | Bcl to Fastq conversion was performed using bcl2Fastq v1.8.3 from the CASAVA software suite; sequence reads were mapped to the Sulfolobus acidocaldarius DSM639 genome (NC_007181.1) with Burrows-Wheeler Aligner (BWA 0.7.10) with default parameters; peaks were called using MACS2 (2.1.0); IGV version 2.3.59 was used to browsing the ChIP-seq results; BEDTools and MEMEsuite were used to determine the binding motifs.                           |

How the deposited data were processed for this re-analysis (not part of the article)

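RNA-seq libraries of 2 wild type (MW001) and 2 ΔfadR_Sa cultures of Sulfolobus acidocaldarius were used. For the deposited counts, the authors trimmed the reads with cutadapt, mapped them to NC_007181.1 with TopHat and counted them per gene with featureCounts, and they did not normalize the counts. The strand and overlap settings of the counting are not given in the sources used here. The authors also deposited a table of their DESeq2 comparison, with a base mean as a normalized signal, a log2 fold change, its standard error, a Wald statistic as a score, and a p-value with its adjusted form for each of 2307 genes. ChIP-seq, qRT-PCR and growth data were not analysed here.

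Samples were assigned from the labels and the paper, which both give the strain and the replicate number. The labels give 80 °C and pH 2, and the paper 75 °C and pH 3.5. The deleted gene had 0 counts in both libraries labelled mutant. Of the 2330 listed genes, 2259 matched a RefSeq table by locus tag, 3 of them ribosomal RNA genes and 2196 protein coding. Feature lengths were multiples of 3 for 97.2% of genes and are called coding lengths.

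Counts were tested with edgeR 4.0.16 in R, with TMM normalization, the quasi-likelihood F-test and Benjamini-Hochberg adjustment, on the 2307 genes with at least 1 count in every library and without a replicate term. DESeq2 1.42.0 and limma 3.58.1 were used as alternatives. Gene sets were tested with camera at a preset correlation of 0.01, with an estimated correlation, with fry, and by rank among runs of consecutive genes. Alternatives covered the normalization, the filter, the test, the replicate number as a block, the threshold and each library left out. DESeq2 and limma-voom with the replicate block, and the set tests with the block other than camera at its preset correlation, were added after the data had been examined.

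Genes were named by a rule written before the data were examined: the genes of Saci_1103 to Saci_1126 and of Saci_2197 to Saci_2203, Saci_1858, Saci_1859, Saci_1861, the open reading frames nearest to the ChIP-seq peaks, Saci_1336, and the 5 highest and 5 lowest called genes outside the cluster, of which there were 0. The values of these genes in the paper's tables had been seen. Saci_0301, Saci_1828, Saci_1053 and Saci_1736 are named outside this rule, after their values were seen.

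The fits were tested on simulated counts for the comparison of the mutant with the wild type, with 200 genes changed by known fold changes. Without a replicate effect, edgeR recovered 194 of 200 changed genes among 2302 genes, with 14 false calls. With the replicate differences of these libraries added, 199 changed genes remained among 2301 genes, and edgeR recovered 104 of them without the block and 190 with it, with 0 and 10 false calls. Total counts ranged from 7444310 to 11471435, of which ribosomal RNA took at least 85.1%. A count of 0 allows up to 0.386 TMM-normalized CPM in mutant replicate 2, the shallowest library, taken as 3 counts, for counting error only. No genome sequence was used, so GC content and reads shared between similar genes were not examined.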

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

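The alternatives were set before the data were examined, except the DESeq2 and limma-voom fits with the replicate block and the set tests with the block by an estimated correlation, fry or rank, which were chosen after seeing the data. The cause of the changes below was not tested unless it is stated.

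With edgeR and no block, 0 genes passed 0.05, and RLE factors, total counts, the genes over 1% of counts left out, no filter, filterByExpr, limma-voom and a threshold of 0.01 also gave 0. DESeq2 gave 4 genes, all in the cluster, with or without its fold change prior. With each library left out, 0 to 18 genes passed, of which 0 to 4 were in the cluster, the most without wild type replicate 1 and 0 without mutant replicate 2. A strain with 1 library was then assumed to vary like the other.

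The replicate numbers are shared between the strains, and neither the paper nor the labels say what a number marks. Replicate 2 minus replicate 1 correlated between the strains across genes (Pearson's r = 0.73, Spearman's rho = 0.64). With the replicate block edgeR called 20 genes, 19 of them cluster genes and 1 Saci_2201. DESeq2 with the block called 13, all in the cluster, with or without the prior, and limma-voom with the block called 23, of which 19 were in the cluster. The dispersion was 0.0535 without the block and 0.00689 with it. Of the paper's 25 lower genes, 1 passed with the block in edgeR and 2 in limma-voom, and 0 to 4 with each library left out, against 0 otherwise. Leaving out a library under the block leaves no residual degrees of freedom.

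The cluster as a set kept its direction and its side of 0.05 in every alternative set beforehand. With the block p was 0.0783 with an estimated correlation and 0.105 with fry. The block leaves few residual degrees of freedom, so its set tests by an estimated correlation or fry cannot decide. The correlation estimated with the block was 0.53 for the cluster and 1 for the operon and the cytochrome genes. For the sulfate operon p was 0.121 with an estimated correlation, 0.451 with fry, and 0.196 and 0.257 for the same tests with the block, and p ranged from 6.88e-26 to 0.991 with each library left out, where the median changed sign without wild type replicate 2. For the cytochrome genes p was 0.361 and 0.718 with an estimated correlation and fry, 0.243 and 0.273 with the block, 0.0597 without a filter and 0.0547 with filterByExpr. It ranged from 1.97e-09 to 0.419 with each library left out, where the median changed sign without wild type replicate 1 and without mutant replicate 2. By rank among runs of consecutive genes, the operon (p = 0.00565) and the cytochrome genes (p = 0.0252) stayed on the same side of 0.05 as with camera at its preset correlation, but both lists had been chosen on these libraries. The correlation between wild type replicates was 0.969 on log2(RPKM), 0.975 on log2(CPM + 0.5) and 0.972 as Spearman's rho, and between mutant replicates 0.963, 0.9696 and 0.968.

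The deleted gene is removed by the filter and is not among the genes counted above, so it was fitted without that filter. Its fitted log2 fold change depends on the prior count and is no bound. It was -9.10 with edgeR, where its adjusted p was 0.211. It passed 0.05 with DESeq2 at -8.53, with DESeq2 and the fold change prior at -0.56, with the replicate block at -9.07, and without each library in turn at -9.29 to -8.91. It did not pass with RLE factors, total counts, the genes over 1% of counts left out, filterByExpr or limma-voom.

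Of 43 named genes, 30 changes of sign were found, 28 of them with a library left out. The log2 fold change of Saci_0229 was -0.0032 with limma-voom and that of Saci_2130 was 0.0028 with total counts. With each library left out, it ranged from -0.50 to 0.25 for Saci_1124, -0.080 to 0.59 for Saci_1126, -0.72 to 0.013 for Saci_2197, -0.45 to 0.17 for Saci_2199, -2.40 to 0.40 for Saci_2200, -2.30 to 0.32 for Saci_2201 and -1.82 to 0.13 for Saci_2203. It ranged from -1.41 to 0.52 for Saci_1858, -1.37 to 0.48 for Saci_1859, -1.05 to 0.61 for Saci_1861, -0.47 to 0.57 for Saci_0229, -0.11 to 0.18 for Saci_0266, -0.54 to 0.66 for Saci_0568 and -0.18 to 0.24 for Saci_1014. It ranged from -0.091 to 0.52 for Saci_1359, -0.35 to 0.59 for Saci_1364, -0.16 to 0.24 for Saci_1843 and -0.14 to 0.033 for Saci_2130. Saci_1124, Saci_0229 and Saci_2107 had 15 or fewer counts in each library. Whether this depth or replicate differences moved their values was not tested.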

Differences from the paper's values

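The number of differentially expressed genes was 0 with edgeR against the paper's 13. Among the alternatives set before the data were examined, leaving out wild type replicate 1 gave 18 genes, within 1.5 times the paper's number but with only 4 of the paper's 13 genes. The others stayed farther away, although the replicate block with edgeR gave 20 genes that include all 13, and DESeq2 gave 4 of the 13. DESeq2 with the replicate block, chosen after seeing the values, called 13 genes and dropped 0 of the paper's 13, and limma-voom with the block, also chosen after seeing the values, called 23 and dropped 0.

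Log2 fold changes differed from those of Supplementary Data 2 in 23 of 48 genes. A log2 fold change was counted as different if its sign differed or the difference exceeded the larger standard error, here or in the paper. A gap could therefore close through a larger standard error alone. By this rule Saci_2201, at -1.02 against the paper's -0.3703, was not counted. With edgeR they were 1.08 against the paper's 0.7301 for Saci_1109, 1.20 against the paper's 0.6718 for Saci_1104, 0.99 against the paper's 0.6248 for Saci_1114, 1.25 against the paper's 0.6184 for Saci_1113, 1.20 against the paper's 0.5793 for Saci_1112, 1.52 against the paper's 0.5419 for Saci_1106, 1.12 against the paper's 0.5593 for Saci_1115, 0.99 against the paper's 0.5143 for Saci_1116, 0.69 against the paper's 0.4423 for Saci_1121, 0.88 against the paper's 0.4532 for Saci_1117, 1.74 against the paper's 0.3904 for Saci_1108, 0.96 against the paper's 0.4356 for Saci_1110, 0.63 against the paper's 0.3962 for Saci_1103. They were 0.70 against the paper's 0.3796 for Saci_1120, 0.82 against the paper's 0.3670 for Saci_1118, 1.65 against the paper's 0.2751 for Saci_1105, 0.59 against the paper's 0.3738 for Saci_1122, 0.96 against the paper's 0.3345 for Saci_1111, 0.69 against the paper's 0.1911 for Saci_1119. They were -1.17 against the paper's -0.2728 for Saci_2202, -1.16 against the paper's -0.2238 for Saci_2203, -1.07 against the paper's -0.1676 for Saci_2200, -0.52 against the paper's -0.1461 for Saci_1828. DESeq2 with its fold change prior, set before the data were examined, left 11 of 48 genes that differ. It closed the gap for 18 of the 23 genes, the exceptions being Saci_1109, Saci_1104, Saci_1115, Saci_2202 and Saci_2200. DESeq2 without the prior closed it for Saci_1103, Saci_1122, Saci_2200 and Saci_1828, and total counts for Saci_2200. These values hardly moved and came within a standard error only. Saci_2200 was -1.00 with DESeq2 and -1.04 with total counts, against the paper's -0.1676. The other normalizations, filters, limma-voom and the edgeR block closed it for none of the 23. Leaving out a library closed it for 14 of the 23. DESeq2 with the replicate block and the prior, chosen after seeing the values and dropping 0 of the paper's 13 genes, left 0 of 48 genes that differ, and its log2 fold changes lay within 0.000931 of the authors' deposited table over 2307 genes, against 0.275 with the prior and without the block.

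In Supplementary Data 2 the base mean was printed without its decimal mark in 38 of 48 rows and the Wald statistic in 46 of 48 rows, when set against the authors' deposited table, while 0 of 48 log2 fold changes differed by over 0.001.

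Replicate correlations were 0.9755 in the wild type against about 0.97 in Supplementary Figure 10, and 0.9702 in the mutant against about 0.96 in Supplementary Figure 10, both read by eye from log2(FPKM). On log2(RPKM) both rounded to the paper's value, and on log2(CPM + 0.5) and Spearman's rho only the wild type did.

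The RNA-seq folds here and the qRT-PCR folds of the paper are different assays of different cultures. The Fig. 6b values were read by eye. The RNA-seq fold of Saci_1104 was 2.29, against about 5.3 in Fig. 6b. For Saci_1105 it was 3.13, against about 9.6 in Fig. 6b. For Saci_1106 it was 2.87, against about 7.4 in Fig. 6b. For Saci_1108 it was 3.34, against about 6.1 in Fig. 6b. For Saci_1114 it was 1.99, against about 3.9 in Fig. 6b. For Saci_1121 it was 1.62, against about 5.7 in Fig. 6b. For Saci_1123 it was 1.41, against about 3.5 in Fig. 6b. Saci_1124 had a fold of 0.92 against the paper's 2.74. Among the alternatives set before the data were examined, only leaving out mutant replicate 1 closed the gap, and only for Saci_1108.

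Of the 10 cluster genes outside the paper's 13, which the paper describes as slightly higher in the mutant by RNA-seq and qRT-PCR, 9 were higher here. Saci_1124 was not, and Supplementary Note 2 itself names it as a gene whose regulation was not detected with RNA-seq. Its log2 fold change in the authors' deposited table is -0.0030.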

Other observations

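The tests of replicate number, of the list of lower genes and of Saci_0301 were chosen after the results were seen, as was the distance relation with its choice of summits. The tests against runs of other genes and against expression level were written before they were run. Each explanation below is a hypothesis.

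Libraries with the same replicate number resembled each other across strains more than the replicates of one strain did. Pearson's r of log2(CPM + 1) was 0.994 between the strains for replicate 1 and 0.990 for replicate 2. A replicate term was past 0.05 for 472 genes, of which 219 were higher in replicate 2. Library size was argued against: replicate 2 had 1.23 times the counts of replicate 1 in the wild type and 0.649 times in the mutant, yet the replicate differences correlated at 0.73. With the trend on coding length removed 620 genes passed, and without the genes over 1% of counts 553 passed, so neither accounts for the whole pattern. An exchange of a wild type and a mutant library was argued against by the 0 counts of the deleted gene in the libraries labelled mutant. Whether same-numbered libraries shared a culture or preparation batch stays open. The rank correlation of the differences, 0.64, is the pattern itself and no test of its cause, culture and preparation both follow the number, and no source used here names a batch. No biological explanation was tested.

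Of the paper's 25 lower genes, 19 were past 0.05 for the replicate term, against a median of 7 in 10000 random lists matched on mean expression, of which 0 had as many. Random genes were drawn singly, while many genes of the list are neighbours that can share a replicate difference. The random lists then vary too little, so this comparison can overstate the excess. The list may still hold genes that vary between cultures or preparations. This leaves open whether some of them also differ between the strains.

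The log2 fold change of the 23 cluster genes fell with the distance of the gene's middle from the nearer of the 2 strongest ChIP-seq summits, next to Saci_1106 and Saci_1107 (Spearman's rho = -0.85, Pearson's r = -0.85, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3e-05 over 6 relations, two-sided). Without the 2 genes farthest from the median distance rho was -0.81. The relation is across genes, which are not independent. It did not hold for the distance to the nearest of the 4 loci of the main text (rho = -0.13, permutation p = 0.553, adjusted p = 0.565) or of all 5 summits in Supplementary Table 2 (rho = -0.22, permutation p = 0.311, adjusted p = 0.491), so it rests on the choice of summits. Mean expression did not account for it, with a partial rho of -0.85. Of 2240 runs of 23 genes elsewhere, 0.0% had as strong a relation with the distance from the gene at the same place. Derepression may decline away from these 2 sites, a hypothesis found and tested on the same data. Normalization shifts all genes alike and was not a test of it, and GC content was not examined.

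Saci_0301 (256423 to 257034) had 1234 counts in wild type replicate 1 and 60, 110 and 53 in wild type replicate 2 and mutant replicates 1 and 2. Its log2 fold change of -3.30 became 0.57 without wild type replicate 1, so that 1 library may explain it. What raised the count in that library was not tested.

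Outside the cluster, Saci_1053 (log2 fold change 0.60, standard error 0.22) and Saci_1736 (0.94, standard error 0.32) had unadjusted p of 0.0368 and 0.0295 and an adjusted p of 0.9997 with edgeR, and both were higher in the mutant.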
